# Erianin induces apoptosis and pyroptosis via MAPK/ERK and PI3K/Akt pathways and synergizes with anlotinib in anaplastic thyroid carcinoma

**DOI:** 10.3389/fphar.2025.1596873

**Published:** 2025-09-04

**Authors:** Qiaonan Zhang, Minghan Qiu, Jinpu Liu, Zhanhua Gao, Yuya Liu, Yayun Wang, Ruxue Liu, Zhen Yang, Jie Hao, Ming Gao

**Keywords:** anaplastic thyroid carcinoma, erianin, caspase-3/GSDME, pyroptosis, anlotinib

## Abstract

**Introduction:**

Anaplastic thyroid carcinoma (ATC) is an aggressive thyroid malignancy characterized by rapid progression, resistance to conventional therapies, and poor patient prognosis. There is an urgent need for innovative therapeutic strategies. Erianin, a natural compound derived from Dendrobium, has demonstrated significant anti-tumor effects in various cancers, yet its role in ATC remains unexplored.

**Methods:**

The anti-tumor effects of erianin were assessed *in vitro* through assays including CCK-8, colony formation, flow cytometry, LDH release, and Western blot. RNA sequencing was conducted for gene expression analysis. Immunofluorescence and transmission electron microscopy evaluated pyroptosis markers. *In vivo* efficacy was validated in CAL62 xenograft mouse models using tumor growth measurement, TUNEL staining, and immunohistochemistry.

**Results:**

Erianin significantly inhibited proliferation and colony formation, induced G2/M cell cycle arrest, apoptosis, and GSDME-dependent pyroptosis in ATC cells. Mechanistically, erianin suppressed activation of the MAPK/ERK and PI3K/AKT signaling pathways. Importantly, erianin synergistically enhanced the anti-tumor efficacy of anlotinib in ATC cells. *In vivo*, combination therapy with erianin and anlotinib resulted in marked tumor growth suppression and increased apoptosis compared to monotherapies.

**Conclusion:**

Collectively, our study demonstrates that erianin exerts potent anti-tumor activity in ATC by simultaneously inhibiting the MAPK/ERK and PI3K/Akt signaling pathways, thereby inducing apoptosis and GSDME-dependent pyroptosis. Furthermore, the synergistic interaction between erianin and anlotinib significantly enhances therapeutic efficacy. These findings position erianin as a promising candidate for the treatment of ATC, offering novel therapeutic insights and supporting further clinical investigations.

## 1 Introduction

Anaplastic thyroid carcinoma (ATC), though rare at approximately 2% of all thyroid cancers, is an aggressive and challenging malignancy with a median overall survival of 4–6 months (Wang J. et al., 2023). Conventional treatments, including chemotherapy, surgery, and radiotherapy, have shown limited success (Wang J. et al., 2023). Genetic studies reveal that ATC is primarily driven by aberrant activation of two critical signaling pathways: the mitogen-activated protein kinase (MAPK) pathway (RAF/MEK/ERK) and the PI3K/Akt pathway (Landa et al., 2016; Pozdeyev et al., 2020). The MAPK pathway plays a vital role in cell growth, proliferation, survival and migration. Among the genetic alterations observed in this pathway, the BRAFV600E mutation is the most common in ATC (Pozdeyev et al., 2020; Califano et al., 2024). Similarly, mutations and dysregulation in PI3K/Akt pathway-related genes are frequently associated with the tumor’s onset, progression, invasiveness, and resistance to therapy (Sementino et al., 2024). Given these findings, targeting the MAPK and PI3K/Akt signaling pathways with pathway-specific inhibitors has emerged as a promising therapeutic strategy for ATC.

BRAF-targeted therapies, such as the combination of dabrafenib and trametinib, have demonstrated promising efficacy in ATC patients with BRAF V600 mutations (Califano et al., 2024). However, treatment options remain limited for cases driven by NRAS mutations or non-V600 BRAF mutations. Tyrosine kinase inhibitors (TKIs), including anlotinib, have emerged as potential alternatives, offering improved outcomes for advanced differentiated thyroid carcinoma (Chi et al., 2023; Kuang et al., 2024). While prospective evidences on ATC are scarce due to its rarity, preclinical and clinical evidence suggests that TKIs provide benefits for ATC patients (Kuang et al., 2024; Ruan et al., 2019; Zheng et al., 2023; Song Y. et al., 2024). Despite these advances, treatment outcomes for ATC remain poor, highlighting the ongoing challenges in managing this aggressive cancer. This underscores an urgent need for innovative therapeutic strategies to overcome current limitations and improve patient prognosis.

Natural product-derived small molecules have become a cornerstone in the development of anti-tumor therapies, offering a rich resource for innovative drug discovery (Atanasov et al., 2021). For example, commonly used chemotherapy drugs such as paclitaxel, etoposide, irinotecan, and vinblastine are derived from natural compounds or their derivatives. Erianin is a natural compound derived from the traditional Chinese medicine Dendrobium, with diverse pharmacological effects such as cell cycle arrest, suppression of cell migration and angiogenesis, and promotion of cell death (Yang et al., 2023; Wei et al., 2024). Studies have shown that erianin exerts significant inhibitory effects on various cancer types (Ma et al., 2023). However, there is limited literature on the anti-tumor effects of erianin in endocrine-related malignancies, and its potential use in treating anaplastic thyroid cancer remains unexplored.

Previous research has shown that erianin exerts anti-tumor activity by inhibiting the MAPK/ERK and PI3K/Akt signaling pathways (Ma et al., 2023), suggesting its potential as a therapeutic agent for ATC. In this study, we confirmed the significant anticancer effects of erianin on ATC through both *in vitro* and *in vivo* models, including the induction of apoptosis and GSDME-dependent pyroptosis in ATC cells. Additionally, our findings revealed that erianin synergistically enhanced the therapeutic efficacy of anlotinib in ATC. These results position erianin as a promising candidate for ATC treatment, providing new avenues for addressing this aggressive malignancy.

## 2 Materials and methods

### 2.1 Cells and reagents

The ATC cell lines CAL62, C643, and BHT101 were purchased from the ATCC and preserved in our laboratory. Cells were maintained at 37 °C and 5% CO_2_ in RPMI-1640 medium (Thermo Fisher Scientific, MA, USA) containing 10% fetal bovine serum (ALLBIO, Zhejiang, China). Erianin was obtained from Shanghai Yuanye Biotechnology Co., Ltd. (Shanghai, China), dissolved in DMSO (Beyotime, Beijing, China) and stored at −80 °C. Anlotinib was purchased from Chia Tai Tianqing Pharmaceutical Group Co., Ltd. (Jiangsu, China).

### 2.2 CCK-8 assay for cell proliferation

The stock solution of erianin (500 μM) was diluted in complete medium to obtain working concentrations of 2.5 nM, 5 nM, 10 nM, 25 nM, and 50 nM. BHT101, C643, and CAL62 cells were plated at a density of 500 cells per well in 96-well plates. After 24 h, different concentrations of drug-containing medium and DMSO-containing control medium were added to the respective groups, with no fewer than three replicates per concentration gradient. From Day 1 to Day 5 after drug addition, CCK-8 reagent (Beyotime, China) was added, incubated in the incubator for 1 h, and the OD values were measured at 450 nm using a microplate reader.

### 2.3 Colony formation assay

Cells in the logarithmic growth phase were plated at 1000 cells per well in six-well plates, followed by treatment with erianin at concentrations of 0, 25 nM, and 50 nM after 24 h. After cross-pattern mixing, the plates were incubated at 37 °C in a 5% CO_2_ humidified incubator for 7 days. Colonies were fixed, stained, photographed, and counted, ensuring at least 50 cells per colony.

### 2.4 CCK-8 assay for determining half-maximal inhibitory concentration (IC50)

Drugs were prepared as serial dilution gradients for subsequent use. Cells in the logarithmic growth phase (BHT101, C643, and CAL62) were plated at 3000 cells per well in 96-well plates, followed by the addition of media containing different drug concentrations after 24 h, with triplicates for each concentration. CCK-8 reagent (Beyotime, China) was added at 48 h, 72 h, and 96 h post-treatment, incubated for 1 h, and OD values were recorded at 450 nm using a microplate reader.

### 2.5 Flow cytometric analysis of cell cycle and cell death

Cells were treated with various concentrations of erianin for 48 h, washed with PBS, and fixed in 70% ethanol. A staining solution containing PI and RNase was added, and cells were incubated at room temperature in the dark for 30 min before analysis by flow cytometry. The Annexin V-FITC/PI dual-staining assay was used to evaluate cell death. Treated cells were centrifuged, washed with PBS, stained with Annexin V-FITC and PI, incubated for 15 min in the dark, and analyzed using a flow cytometer. Data analysis was performed with FlowJo v10.6.2 software.

### 2.6 EdU staining assay

BHT101, C643, and CAL62 cells were seeded in 24-well plates and treated with different drug concentrations after attachment. EdU working solution was added, and the cells were incubated at 37 °C for 2 h. After fixation with 4% paraformaldehyde for 15 min and three PBS washes, the cells were permeabilized with 0.3% Triton X-100. Staining was performed according to the instructions of the EdU detection kit (Beyotime, China). Fluorescence was observed and imaged under a fluorescence microscope, and fluorescence intensity was quantified using ImageJ software.

### 2.7 LDH release assay for cytotoxicity evaluation

LDH cytotoxicity was assessed using an LDH assay kit (Beyotime, China). Cells (1000 cells/well) were seeded in 96-well plates, treated with drugs at various concentrations for 48 h (3 replicates per condition), and the supernatant was removed. LDH release reagent was added, incubated at 37 °C for 1 h, centrifuged, and transferred to new plates. LDH detection solution was added, incubated for 30 min at room temperature in the dark, and absorbance was measured at 490 nm (630 nm as reference) using a microplate reader. Cytotoxicity was calculated as: (% cell death) = (treated absorbance - control absorbance)/(maximum absorbance - control absorbance) × 100.

### 2.8 Western blotting

Proteins were extracted from cells and quantified using the BCA assay. Equal protein amounts were denatured at 95 °C for 5 min, separated by SDS-PAGE, and transferred onto PVDF membranes. Membranes were blocked with 5% skim milk, incubated with appropriately diluted primary antibodies at 4 °C overnight, and washed. HRP-conjugated secondary antibodies were applied for 1 h at room temperature. Protein bands were visualized using ECL reagents and documented with a gel imaging system. Detailed information on the antibodies utilized is provided in Supplementary Table S1.

### 2.9 Transmission electron microscopy

Cells treated with erianin were fixed in 2.5% glutaraldehyde for 2 h at 4 °C, washed with PBS (3 × 10 min), and further fixed in 1% osmium tetroxide for 1–2 h. After washing, cells were dehydrated through an ethanol gradient (30%–100%) and replaced twice with 100% acetone. Samples were embedded in epoxy resin, ultrathin-sectioned to 60–80 nm, and collected on copper grids. Sections were stained with uranyl acetate and lead citrate (15 min each) and observed under a transmission electron microscope.

### 2.10 Bioinformatics analysis

Microarray data ATC samples were obtained from the public GEO database, specifically from the GPL570 platform datasets GSE29265, GSE33640, GSE65144, and GSE76039. Raw data were normalized using the rma algorithm, and batch effects across datasets were corrected with the *limma* package. The integrated dataset included 78 normal thyroid tissues (NT), 69 papillary thyroid carcinoma (PTC), 17 poorly differentiated thyroid carcinoma (PDTC), and 52 anaplastic thyroid carcinoma (ATC) samples. Heatmaps were generated using the *pheatmap* package, and boxplots visualizing gene expression differences were created with the *ggplot2* package.

### 2.11 Immunofluorescence

Cells were seeded on coverslips, treated with erianin, and fixed with 4% paraformaldehyde. N-GSDME primary antibody and fluorescence-conjugated secondary antibody were applied, followed by DAPI staining for nuclei. Membrane localization of N-GSDME was observed under a fluorescence microscope (Nikon). Detailed information on antibodies is provided in Supplementary Table S1.

### 2.12 RNA sequencing

Total RNA was extracted from CAL62 cells using the Trizol method for lysis and purification. RNA libraries were constructed and sequenced on the BGISEQ-500 high-throughput sequencing platform. Differentially expressed genes (DEGs) were identified using the *DESeq2* package. Enrichment analysis was conducted with the *clusterProfiler* package, and results were visualized with the *cnetplot* and *ggplot2* packages.

### 2.13 Combination index (CI) analysis

Cells were seeded at 3000 cells per well in 96-well plates. Based on the individual drug IC_50_ values, erianin and anlotinib were combined in fixed IC_50_ ratio gradients (0, 0.25, 0.5, 1, 2, and 4× IC_50_). Three replicates were set for each combination, along with single-drug treatment and drug-free control groups. After 72 h of treatment, CCK-8 solution was added, and cells were incubated at 37 °C in the dark for 1 h. Absorbance at 450 nm was measured. Combination index (CI) values were calculated using CompuSyn or CalcuSyn software, where CI < 0.9 indicates synergism, 0.9 ≤ CI ≤ 1.1 indicates an additive effect, and CI > 1.1 indicates antagonism (Chou, 2006). Visualization was performed using the ggplot2 package.

### 2.14 Xenograft tumor model

4–6 weeks old BALB/c nude mice were randomly divided into control, erianin, anlotinib, and combination treatment groups. Well-cultured CAL62 anaplastic thyroid cancer cells were mixed with Matrigel (Thermo Fisher Scientific, MA, USA) in a 1:1 volume ratio and subcutaneously injected into the right inguinal area of each mouse (1 × 10^6^ cells/mouse). After 7 days, mice with normally growing solid tumors were allocated to groups and treated as follows: control group received saline; erianin group received 3.5 mg/kg erianin via tail vein injection; anlotinib group received 2 mg/kg anlotinib via intraperitoneal injection; combination group received 2.6 mg/kg erianin via tail vein and 1.5 mg/kg anlotinib via intraperitoneal injection, all administered every other day. After 14 days of treatment, mice were sacrificed, tumor sizes were measured and weighed, and tumor tissues were fixed in formalin for paraffin embedding and subsequent experiments.

### 2.15 Hematoxylin and eosin (HE) staining

Paraffin sections were baked at 65 °C for 2 h, deparaffinized with xylene, rehydrated, and stained with hematoxylin and eosin (HE). After dehydration and clearing, sections were mounted with neutral resin and imaged under a microscope.

### 2.16 TUNEL staining

Paraffin sections were deparaffinized in xylene, rehydrated through graded ethanol, and treated with 20 μg/mL proteinase K for 15–30 min. After PBS washing, TUNEL detection solution (5 μL TdT enzyme +45 μL fluorescein label) was added, and sections were incubated at 37 °C in the dark for 60 min. After PBS washing, slides were mounted with antifade solution and observed under a fluorescence microscope (excitation: 450–500 nm, emission: 515–565 nm).

### 2.17 Immunohistochemistry (IHC) staining

Paraffin sections were deparaffinized, rehydrated through graded ethanol, and subjected to antigen retrieval with citrate buffer under high pressure. After PBS washing, endogenous peroxidase activity was blocked with 3% H_2_O_2_ at room temperature, followed by 5% BSA blocking for 30 min. Primary antibodies were applied and incubated overnight at 4 °C. After PBS washing, HRP-conjugated secondary antibodies were added and incubated at 37 °C for 30 min. DAB was used for chromogenic detection, and nuclei were counterstained with hematoxylin. Sections were dehydrated through graded ethanol, cleared with xylene, mounted with neutral resin, and imaged under a microscope. The antibodies are provided in Supplementary Table S1.

### 2.18 Statistical analysis

Statistical analyses were performed using GraphPad Prism 9.0. Group comparisons were conducted with one-way analysis of variance (ANOVA) and t-tests, with statistical significance set at P < 0.05. Significance levels were denoted as *P < 0.05, **P < 0.01, and ***P < 0.001.

## 3 Results

### 3.1 Erianin inhibits proliferation and induces G2/M phase cell cycle arrest in ATC cells

To investigate the suppressive effects of erianin on anaplastic thyroid cancer, we performed *in vitro* assays using ATC cell lines. The CCK-8 assay showed that erianin inhibited the proliferation of CAL62, C643, and BHT101 cells in a concentration- and time-dependent manner (Figures 1A–D). Colony formation assays confirmed this effect, with erianin (25 nM and 50 nM) significantly reducing colony-forming ability in all 3 cell lines in a concentration-dependent manner (Figure 1E). Furthermore, the half-maximal inhibitory concentration (IC50) of erianin was measured for these ATC cell lines. The IC50 values for CAL62, C643, and BHT101 cells at 72 h and 96 h were 709.9 nM, 76.27 nM, 132.7 nM and 56.23 nM, 236.5 nM, 135.6 nM, respectively (Figures 1F–H).

**FIGURE 1:**
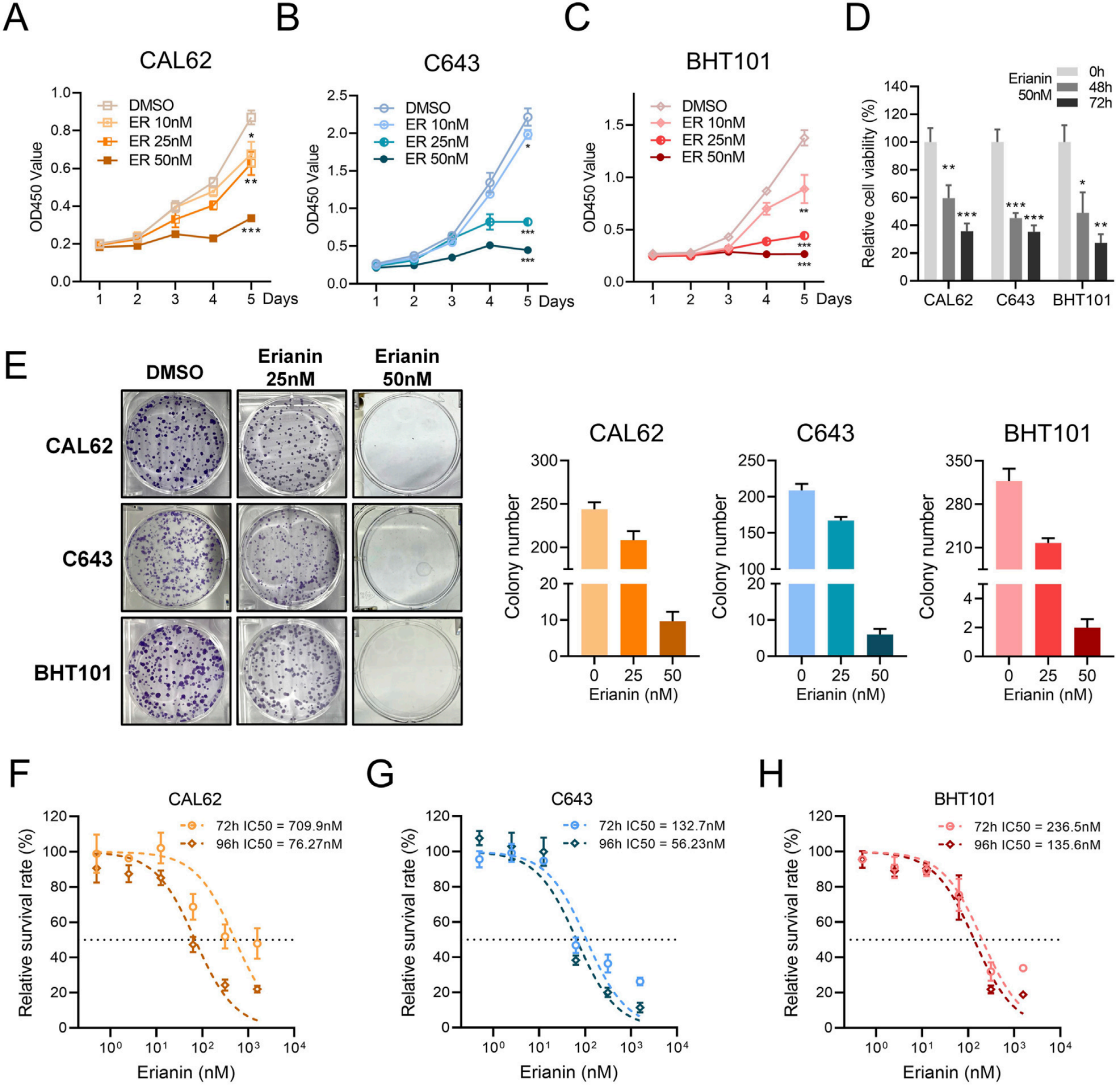
Erianin inhibits proliferation in ATC cells. **(A–C)** The CCK8 assay shows the inhibitory effects of erianin on the proliferation of CAL62 **(A)**, C643 **(B)**, and BHT101 **(C)** thyroid cancer cells, with inhibition observed in a concentration-dependent manner (10 nM, 25 nM, 50 nM) and time-dependent manner. **(D)** The CCK8 assay shows the relative viability of CAL62, C643, and BHT101 cells treated with 50 nM erianin for 48 and 72 h. **(E)** The colony formation assay shows the inhibitory effects of erianin on colony-forming ability in CAL62, C643, and BHT101 ATC cells. **(F–H)** The IC50 values of erianin for CAL62, C643, and BHT101 cells at 72 h and 96 h, as determined by the CCK8 assay. Student’s *t* test was used for testing and analysis; *p < 0.05, **p < 0.01, and ***p < 0.001.

We further investigated the effects of erianin on the cell cycle of ATC cells. Flow cytometry revealed significant G2/M phase arrest in CAL62, C643, and BHT101 cells, with increased G2/M phase and decreased G0/G1 and S phase (Figures 2A,B). The EdU assay showed reduced EdU-positive rates in erianin-treated cells, suggesting a strong suppressive effect on DNA synthesis (Figures 2C,D). In conclusion, these results suggest that erianin effectively suppresses the proliferation of anaplastic thyroid cancer cells at nanomolar (nM) levels and induces cell cycle inhibition, leading to G2/M phase arrest, indicating its potential as a therapeutic candidate for thyroid cancer.

**FIGURE 2:**
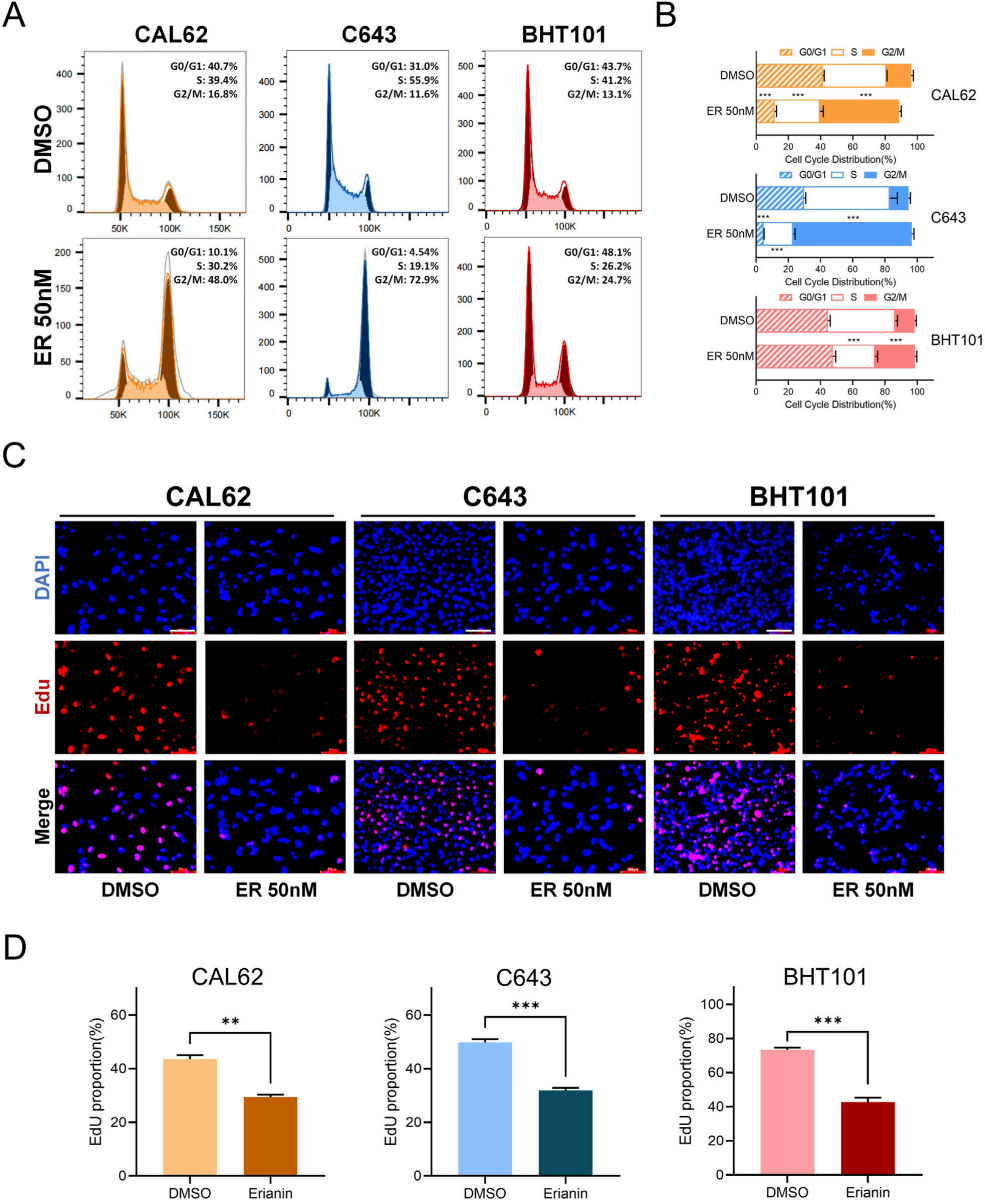
Erianin induces G2/M phase arrest in anaplastic thyroid cancer (ATC) cells. **(A)** Flow cytometry analysis of the cell cycle distribution in CAL62, C643, and BHT101 ATC cells after 48 h of treatment with 50 nM erianin. **(B)** Quantitative analysis of cell cycle distribution in the three ATC cell lines after erianin treatment, presented as bar graphs. **(C)** EdU staining assay shows the inhibitory effect of 50 nM erianin for 48 h on DNA synthesis in the three ATC cell lines. Red fluorescence represents EdU-positive cells, and DAPI staining marks the nuclei. Scale bar: 50 μm. **(D)** Quantitative analysis of EdU-positive rates. Student’s *t* test was used for testing and analysis; *p < 0.05, **p < 0.01, and ***p < 0.001.

### 3.2 Erianin induces apoptosis and GSDME-dependent pyroptosis in ATC cells

To evaluate the cytotoxic effects of erianin on ATC cells, Annexin V-FITC/PI staining was used to analyze cell death. Flow cytometry results demonstrated that erianin significantly induced cell death in CAL62, C643, and BHT101 cells. Compared with the DMSO control, treatment with 50 nM and 100 nM erianin significantly increased the proportion of cells in the Q2+Q3 quadrants in a concentration-dependent manner, indicating membrane rupture events (Figures 3A,B). We further measured LDH release in ATC cells following erianin treatment. At 50 nM and 100 nM, erianin markedly enhanced LDH release in CAL62, C643, and BHT101 cells, further corroborating its cytotoxicity (Figure 3C). Interestingly, forward scatter (FSC-A) and side scatter (SSC-A) analysis by flow cytometry indicated increased granularity and cell size in erianin-treated ATC cells (Figure 3D). This observation, inconsistent with the typical apoptotic characteristic of cell shrinkage, indicates the involvement of non-apoptotic mechanisms in erianin-induced cell death.

**FIGURE 3:**
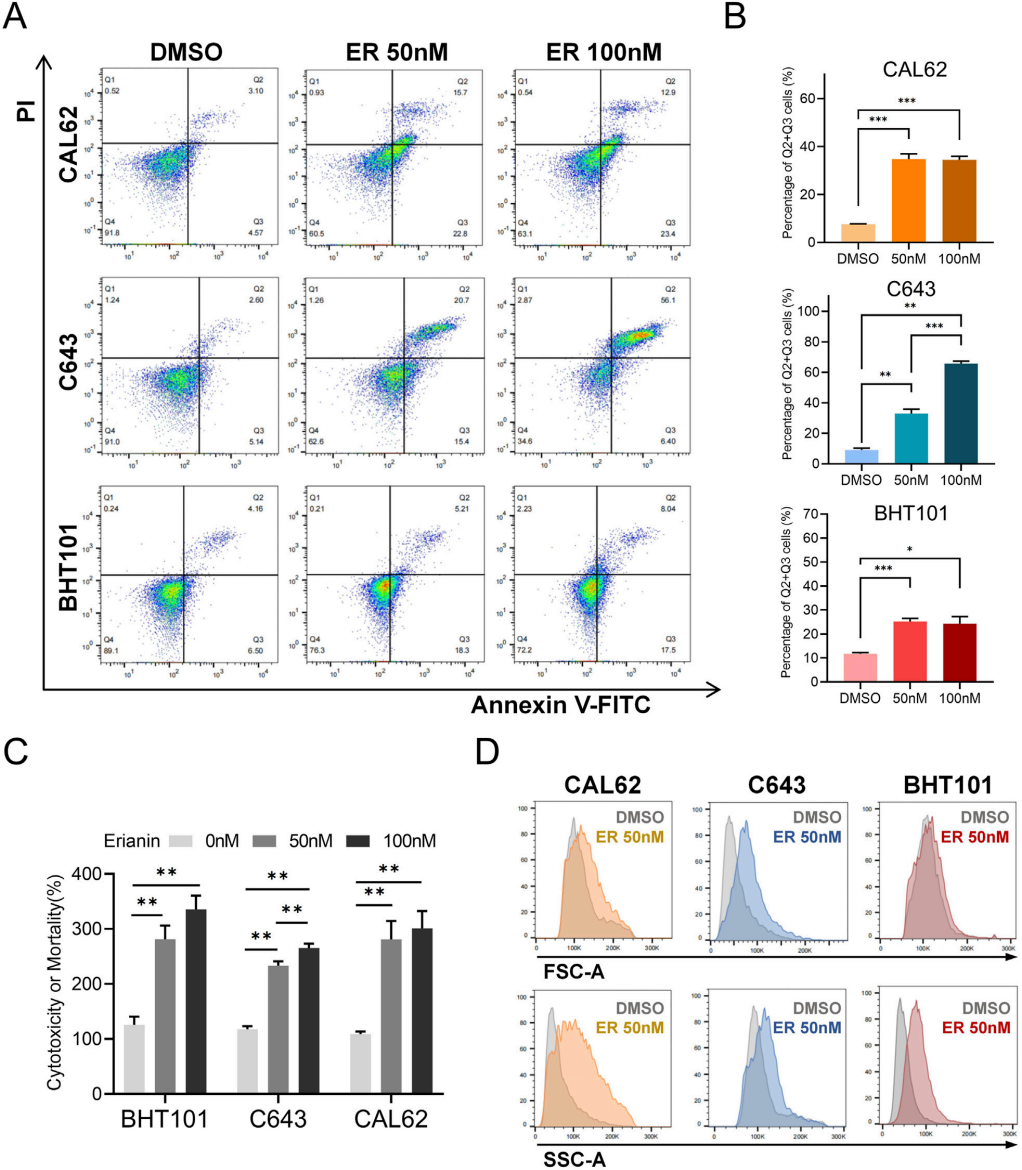
Erianin induces cell death in ATC cells. **(A)** Annexin V-FITC/PI staining shows increased cell death in CAL62, C643, and BHT101 cells treated with 50 nM and 100 nM erianin for 48 h. **(B)** Quantification of cell proportions in the Q2+Q3 quadrants. **(C)** LDH assay confirms the cytotoxic effects of 50 nM and 100 nM erianin on ATC cells after 48 h. **(D)** Flow cytometry reveals changes in cell size (FSC-A) and granularity (SSC-A) in ATC cells treated with 50 nM erianin for 48 h. Student’s *t* test was used for testing and analysis; *p < 0.05, **p < 0.01, and ***p < 0.001.

To investigate how erianin induces cell death in ATC cells, we examined the key markers of various cell death pathways. Western blot revealed that erianin significantly increased cleaved caspase-3 and N-GSDME levels (markers of apoptosis and GSDME-dependent pyroptosis), without affecting N-GSDMD (GSDMD-dependent pyroptosis), p-MLKL (necroptosis), LC3A/B (autophagy), or GPX4(ferroptosis) levels (Figure 4A). This suggests erianin induces GSDME-dependent pyroptosis, which characterized by cell swelling and membrane rupture (Liu et al., 2024a). Electron microscopy confirmed pyroptotic morphology, including cell swelling, cytoplasmic vesicle formation, and membrane rupture (Figure 4B), consistent with the cell enlargement observed in flow cytometry. Additionally, by integrating data from ATC-containing samples in the NCBI database, we found that GSDME (DFNA5) was significantly upregulated in ATC samples compared to normal thyroid (NT) and other types of thyroid cancer, whereas GSDMD did not exhibit a consistent upregulation trend (Figures 4C,D). This finding suggests that targeting GSDME-dependent pyroptosis may have greater therapeutic relevance in ATC.

**FIGURE 4:**
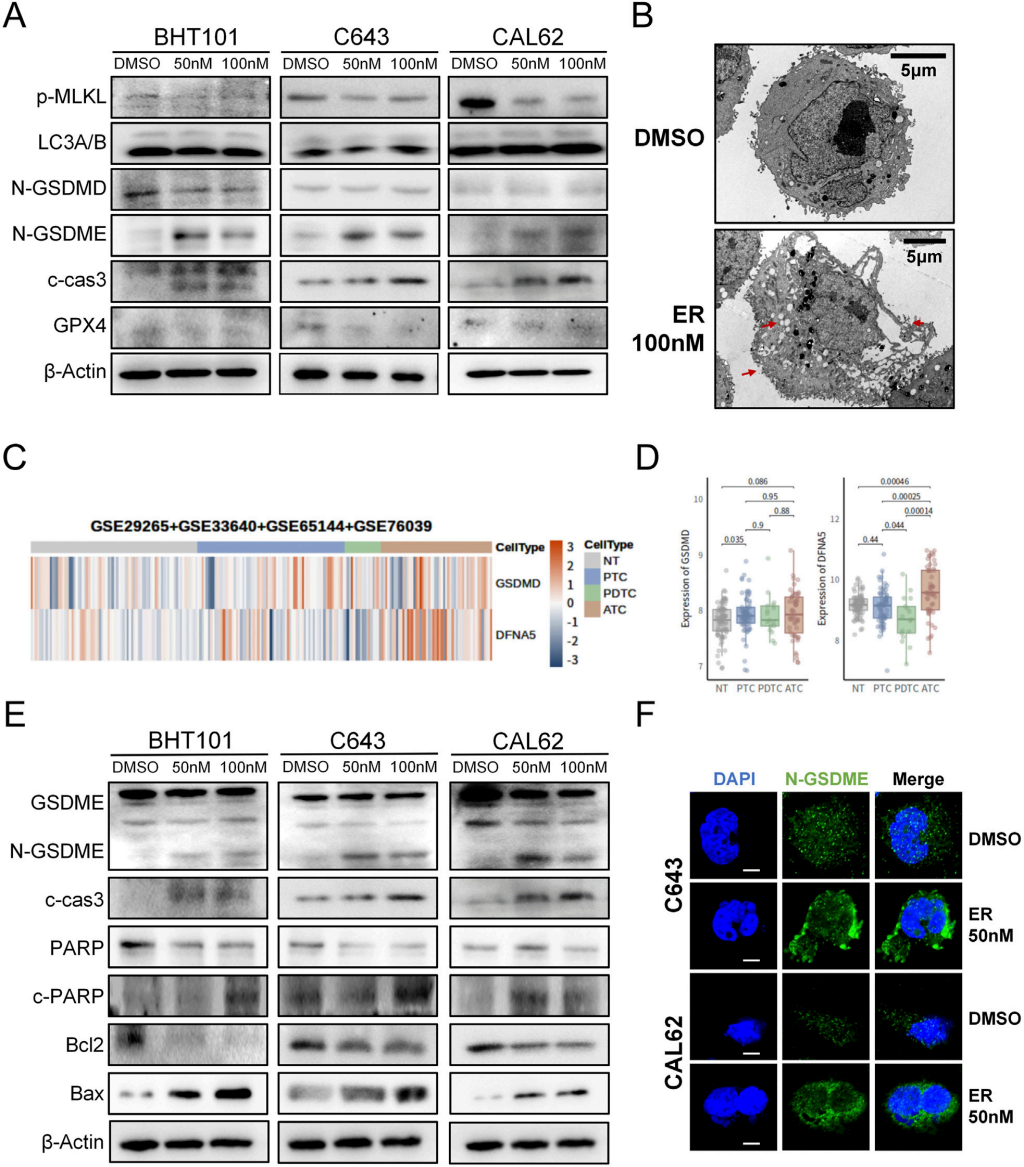
Erianin induces apoptosis and GSDME-dependent pyroptosis in ATC cells. **(A)** Expression levels of key cell death-related proteins in ATC cells following erianin treatment. **(B)** Electron microscopy reveals typical pyroptotic features in erianin-treated cells, including cell swelling, formation of pyroptotic bodies, and membrane pore formation (indicated by arrows). Scale bar: 5.0 μm. **(C)** Heatmap analysis showing the expression levels of GSDME (DFNA5) and GSDMD across different thyroid tissue types. **(D)** Boxplot depicting the expression levels of GSDME (DFNA5) and GSDMD in different thyroid tissue types. **(E)** Expression of caspase-3/GSDME-dependent pyroptosis-related proteins in ATC cells after 48 h of erianin treatment. **(F)** Immunofluorescence analysis of N-GSDME expression and membrane localization in ATC cells after 48 h of erianin treatment. Scale bar: 2.5 μm.

Differing from GSDMD-mediated pyroptosis, GSDME-dependent pyroptosis is predominantly activated via caspase-3 cleavage (Bhat et al., 2023). Western blot further revealed that erianin treatment elevated N-GSDME and cleaved caspase-3 levels, alongside increased the caspase-3 substrate c-PARP expression. Concurrently, Bax was upregulated, while Bcl-2 was significantly downregulated (Figure 4E). These data indicate that erianin regulates the Bcl-2/Bax axis to cleave caspase-3, thereby facilitating GSDME-dependent pyroptosis. GSDME-dependent pyroptosis is initiated by the upregulation of N-GSDME and its membrane localization for pore formation (Liu et al., 2024a). Immunofluorescence analysis demonstrated a marked increase in N-GSDME fluorescence and its aggregation at the plasma membrane in erianin-treated ATC cells compared with controls (Figure 4F). Upon administration of the caspase-3 inhibitor Z-DEVD-FMK, we found that blocking caspase-3 activity partially alleviated erianin-induced cell death. At the protein level, Z-DEVD-FMK was also found to partially inhibit the expression of cleaved caspase-3 and the N-terminal fragment of GSDME (Supplementary Figure S1). Collectively, these results suggest that erianin exerts its cytotoxic effects on ATC cells by inducing apoptosis and GSDME-dependent pyroptosis through the activation of caspase-3.

### 3.3 Erianin suppresses the MAPK/ERK and PI3K/AKT pathways in ATC cells

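RNA sequencing compared CAL62 cells, an established anaplastic thyroid carcinoma cell line, after 48 h with 50 nM erianin or with the solvent DMSO, with 3 libraries in each group. Erianin is the compound under study, and DMSO is the solvent in which it was dissolved. The authors deposited the number of reads counted on each gene without normalization, and a second table of the same libraries in TPM, which scales each count by gene length and library total. The paper's text names the BGISEQ-500 platform and DESeq2, and does not name the aligner, the counting tool, the genome build or the annotation. Reads counted on named genes numbered 25776301, 34107727 and 30837542 in DMSO replicates 1, 2 and 3, and 33236000, 33771921 and 33873551 in erianin replicates 1, 2 and 3. The median was 30837542 in the DMSO group and 33771921 in the erianin group.

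The raw counts were tested with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, which left 12821 genes. A gene was called differentially expressed (DEG) at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds that the study set for its DEGs. Normalized counts are given as CPM, counts scaled to library size. Libraries of the same group differed by more than the sampling noise of their counts, with a chi-square per gene between 3.79 and 4.77 among the erianin libraries, 4.42 between DMSO replicates 1 and 2, and 93.8 and 106 between these and DMSO replicate 3. DMSO replicate 3 lay apart from the other DMSO libraries. The Euclidean distance in log2 CPM over the tested genes was 66.8 on average from DMSO replicate 3 to DMSO replicates 1 and 2, against 41.3 between DMSO replicates 1 and 2, between 29.6 and 30.6 among the erianin libraries, and 63.7 on average between DMSO replicates 1 and 2 and the erianin libraries. The biological coefficient of variation was 0.139 with all 6 libraries and 0.0421 without DMSO replicate 3. All 6 libraries entered the main comparison.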

To investigate how erianin inhibits ATC cells, RNA-seq was performed on CAL62 cells treated with 50 nM erianin for 48 h and controls. A total of 1364 DEGs were identified, with 836 upregulated and 528 downregulated (Figure 5A, Supplementary Material 1). 

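In the deposited counts, 1119 genes were differentially expressed between erianin and DMSO by edgeR's quasi-likelihood test, 688 upregulated and 431 downregulated, so that 61.5% of the DEGs were higher with erianin. Without the fold-change threshold, 1912 genes had an adjusted p under 0.05, 926 of them higher and 986 lower with erianin. All 1119 DEGs had CPM values that did not overlap between the 3 erianin and the 3 DMSO libraries, as did 38.7% of all tested genes, where chance gives 10%. The median absolute log2 fold change of the DEGs was 0.76, and 352 of them changed by more than 1 on the log2 scale.

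When the test itself was set against a log2 fold change of 0.5, 148 genes passed. With DESeq2, the tool named in the paper's methods, 827 genes were upregulated and 525 downregulated. Each library weighed on the count. Without DMSO replicate 3, 1485 genes were upregulated and 797 downregulated, and 1028 of the 2282 were among the 1119. With any erianin library left out, between 309 and 328 genes passed, and without DMSO replicate 1 or 2 the numbers were 744 and 737. The balance of directions moved with the scaling as well as with the fold-change threshold. With upper-quartile factors 73.3% of the DEGs were higher with erianin, and on log2(TPM + 1) values with limma 92.1% were higher, where the median log2 fold change of the tested genes rose from 0.00 to 0.17. The TPM columns were not rescaled. They sum to 73.5%, 72.6% and 59.1% of their nominal total with DMSO, and to 77.2%, 75.1% and 78.3% with erianin. These unequal totals by themselves raise the listed genes as a group with erianin, so the 92.1% is not a balance of directions at equal totals.

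**Figure D1:**
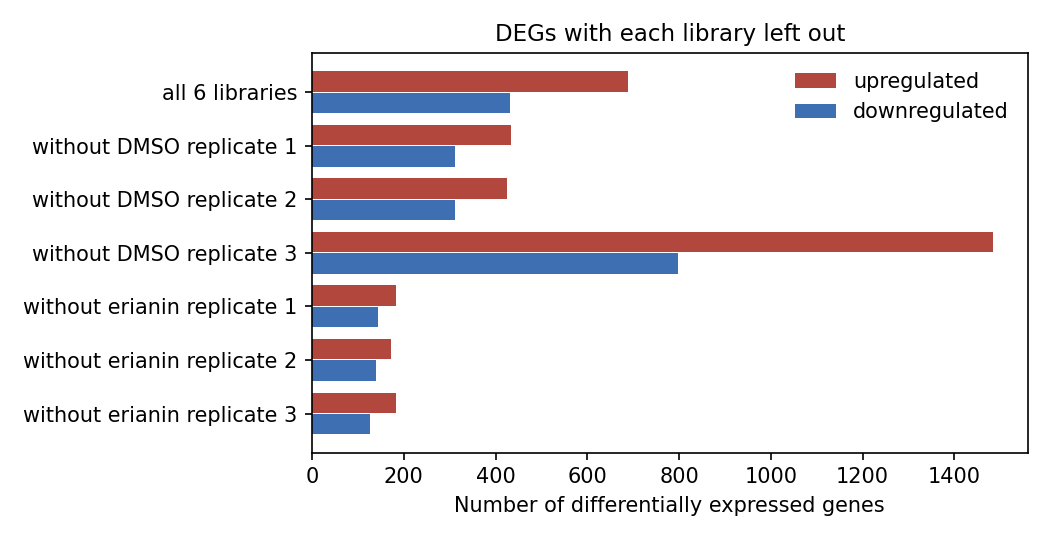
Number of upregulated and downregulated genes (horizontal axis) with all 6 libraries and with each library left out in turn; bars start at 0. The count without DMSO replicate 3 is the highest, 1485 upregulated and 797 downregulated, and the counts without an erianin library are the lowest, between 309 and 328 in total.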

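The genes that Figure 5C draws for the MAPK signaling pathway number 43, and all 43 could be tested. Of these, 33 were higher and 10 lower with erianin, with a median log2 fold change of 0.78, and 37 passed both thresholds, 27 upregulated and 10 downregulated. For the PI3K-Akt signaling pathway the figure draws 45 genes, of which 43 could be tested; 27 were higher and 16 lower, the median log2 fold change was 0.63, and 34 passed, 20 upregulated and 14 downregulated. Adjusted over the list alone, all 43 tested genes of either pathway had an adjusted p under 0.05, against 37 and 34 when adjusted over all genes tested; since the study chose these genes from the same libraries, the first numbers are not independent evidence. More genes of each pathway were higher than lower with every normalization and offset run. The closest was 19 against 16 tested PI3K-Akt genes on log2(TPM + 1) values, where 4 MAPK and 3 PI3K-Akt genes passed as downregulated. The genes were drawn from DEGs of which more were higher than lower. Directions of member RNAs do not measure the activity of a pathway, which the paper assessed by protein phosphorylation. Without DMSO replicate 3, 40 MAPK and 38 PI3K-Akt genes passed, and with the replicates of erianin left out one at a time the numbers fell to between 17 and 19 and between 10 and 11.

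DUSP1, a phosphatase acting on MAP kinases, had 91.6 ± 11.1 CPM (SD, n = 3) with DMSO and 269 ± 4.75 CPM (SD, n = 3) with erianin, a log2 fold change of 1.55 (standard error 0.10, adjusted p = 0.000696 from edgeR). GADD45B and GADD45A rose by 1.36 and 1.39 on the log2 scale, with adjusted p-values of 0.000903 and 0.00205 from edgeR. CACNA1S, which encodes a calcium channel subunit, changed from 3.72 to 1.04 CPM (edgeR adjusted p = 0.00165). Among the PI3K-Akt genes, CSF3 rose by 1.32 and THBS1 by 1.91 (edgeR adjusted p = 0.00102 and 0.00319), while TNC changed by -0.90 (edgeR adjusted p = 0.00126), from 1956 to 1048 CPM. Both pathways hold AREG and CSF1, higher by 0.89 and 0.77 (edgeR adjusted p = 0.00274 and 0.00205), and NR4A1, higher by 0.90 (edgeR adjusted p = 0.00719). They also share EGFR, at -0.59 (edgeR adjusted p = 0.0188). The EGFR change shrank to -0.44 without DMSO replicate 3, under the fold-change threshold, and EGFR did not pass with any erianin replicate left out, with an adjusted p of up to 0.0987 from edgeR. CHUK, FGF2, GDNF, KITLG and NGFR, also shared, were upregulated, with means of 0.194, 0.744 and 0.151 CPM with DMSO for GDNF, KITLG and NGFR, so that these fold changes rest on few counts. None of these 5 genes passed with any erianin replicate left out, nor did NR4A1 without erianin replicate 2 or 3. ARTN, FGFR4 and PGF did not pass after adjustment over all genes.

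**Figure D2:**
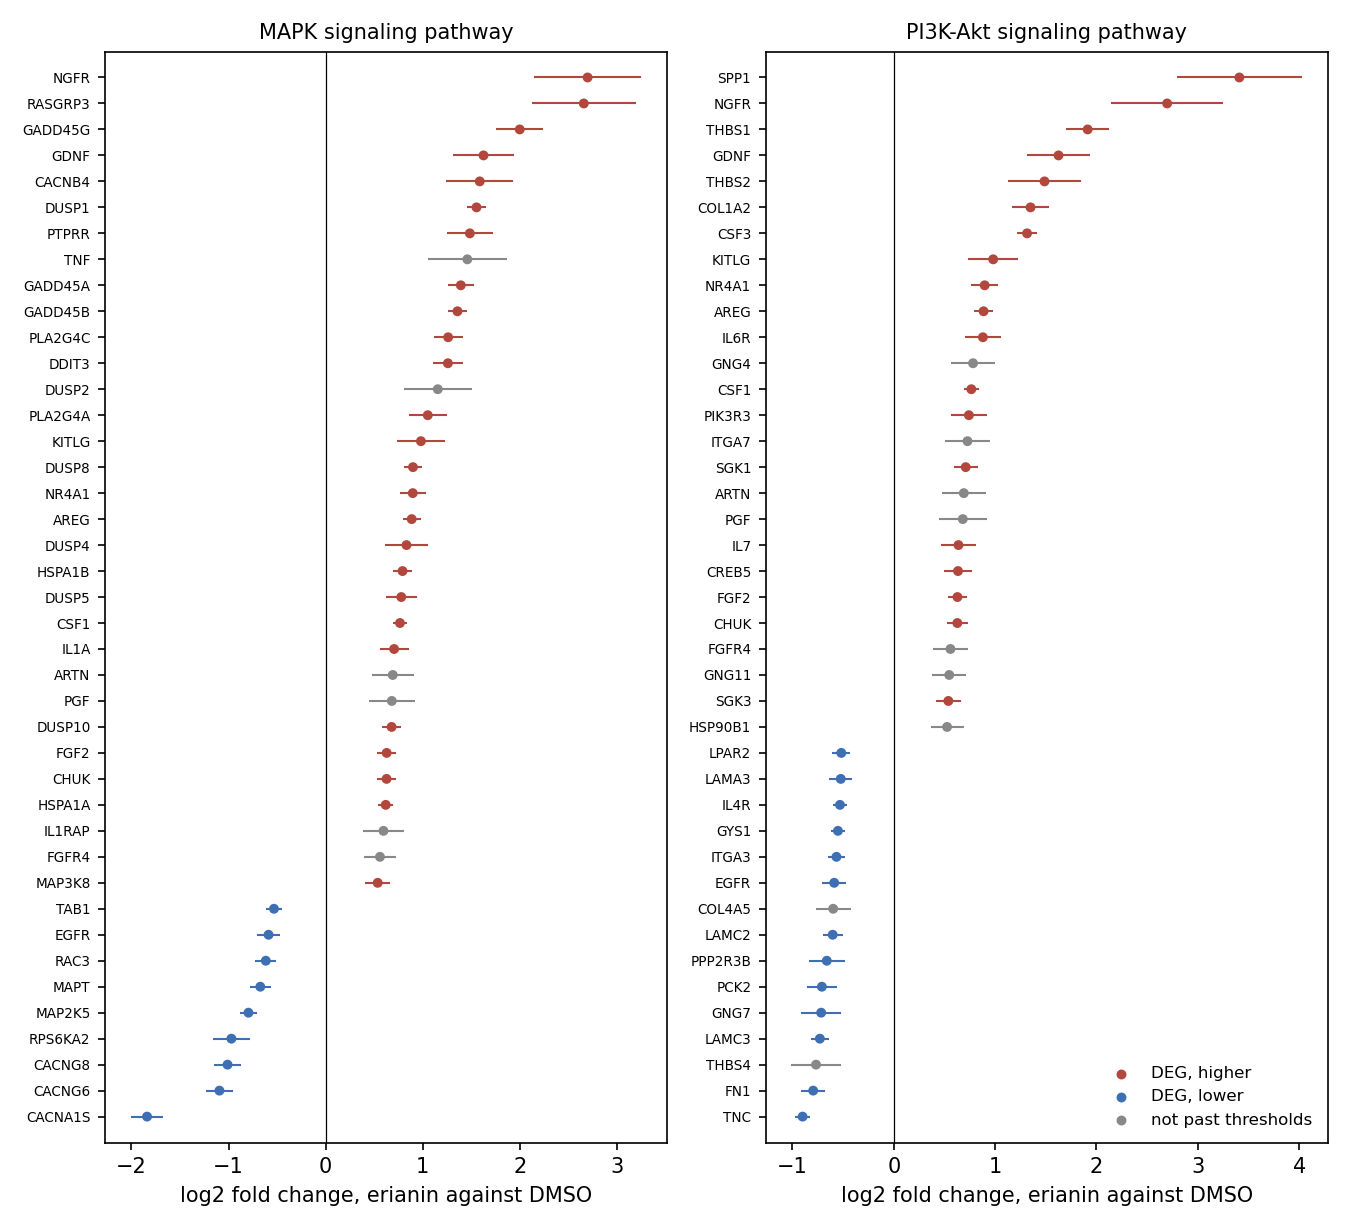
Log2 fold change of erianin against DMSO (horizontal axis) for 41 of the 43 tested genes that Figure 5C draws for each pathway, with the standard error from edgeR as the bar; red points are upregulated DEGs, blue points downregulated DEGs and grey points genes past neither or only 1 threshold. More points lie to the right of 0 than to the left in both panels, 32 against 9 for MAPK and 26 against 15 for PI3K-Akt.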

KEGG enrichment analysis revealed that Erianin affects tumor-related pathways, particularly the MAPK and PI3K/AKT pathways (Figures 5B,C, Supplementary Material 2). Both the MAPK and PI3K/AKT pathways are classical oncogenic pathways that regulate caspase-3 activity. Therefore, we further validated erianin’s effects on these pathways at the protein level. Western blot analysis showed that erianin significantly reduced the phosphorylation levels of key proteins in the MAPK/ERK pathway (ERK1/2, MEK1/2) and the PI3K/AKT pathway (PI3K, AKT) in all three ATC cell lines. Additionally, the total protein expression levels of these pathway components also showed a downward trend (Figure 5D). These results suggest that Erianin inhibits MAPK/ERK and PI3K/AKT pathway activity, potentially contributing to its suppression of ATC cell malignancy.

**FIGURE 5:**
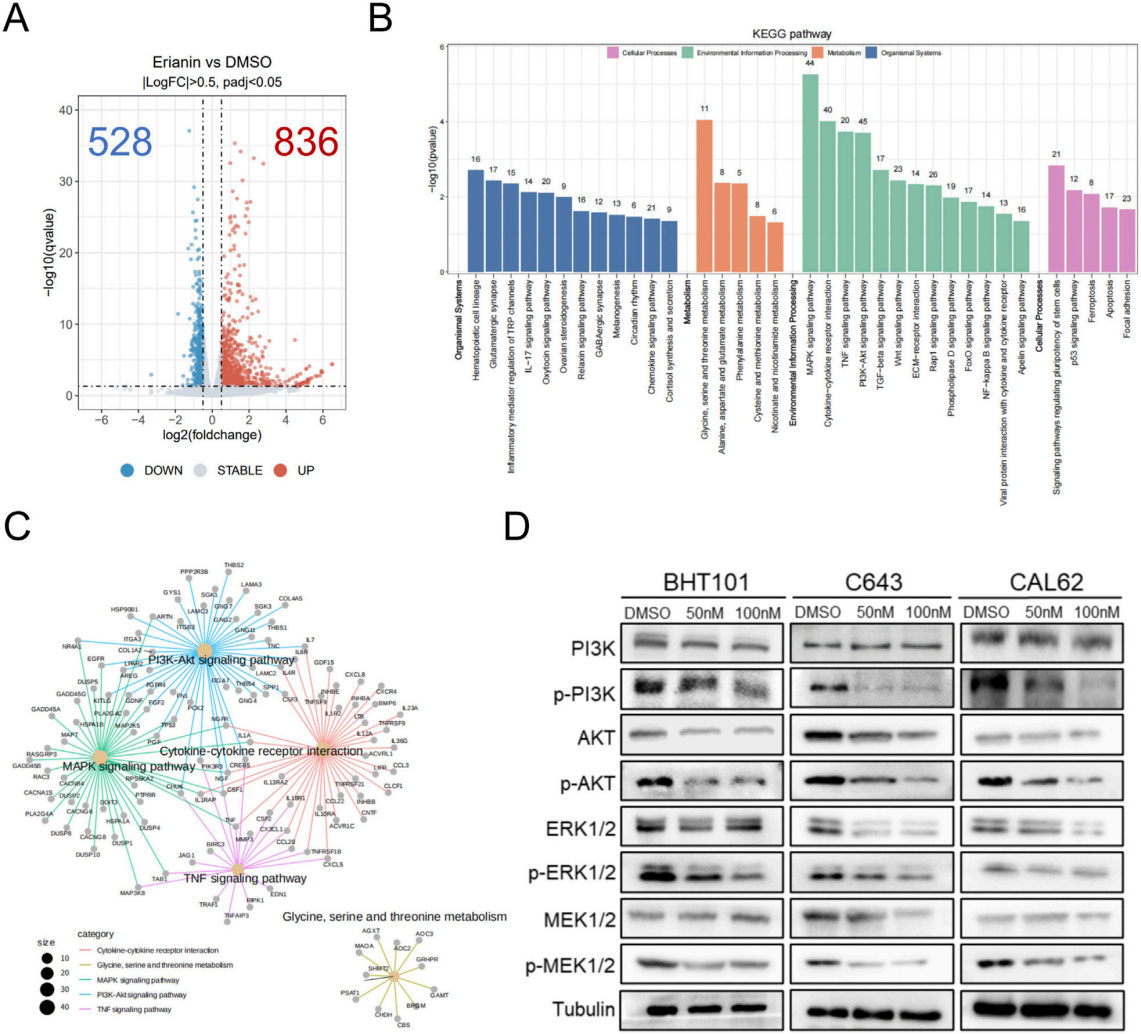
Erianin suppresses the MAPK/ERK and PI3K/AKT pathways in ATC cells. **(A)** Volcano plot of differentially expressed genes (DEGs) in CAL62 cells treated with 50 nM Erianin for 48 h. **(B)** KEGG enrichment analysis of the DEGs. **(C)** Cnet enrichment network of KEGG pathway analysis results. **(D)** Expression of PI3K/AKT and MAPK/ERK pathway-related proteins after 48-h treatment with different concentrations of Erianin (0, 50 nM, 100 nM).

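The DEGs with the largest increases, among those averaging at least 1 CPM and without overlap between the groups, were ARC, MMP10, VGF, RRAD and KBTBD8. ARC (ENSG00000198576) lies on chromosome 8 from 142611044 to 142614472 in GENCODE release 29 on GRCh38, the annotation used here for positions. ARC rose from 6.36 ± 1.89 to 154 ± 3.25 CPM (SD, n = 3 each), a log2 fold change of 4.60 (standard error 0.21, adjusted p = 0.000162 from edgeR). The log2 fold changes of MMP10, VGF, RRAD and KBTBD8 were 3.09, 2.78, 2.73 and 2.72. MMP10, RRAD and KBTBD8 were scarce in DMSO, at 0.234, 0.272 and 0.286 CPM, so their fold changes rest on few counts. The smallest adjusted p-values among upregulated genes belonged to HMOX1 and HSPA5, followed by ARC and CXCL8, which shared the same value. HMOX1 (ENSG00000100292, chromosome 22 from 35380361 to 35394214) rose from 25.1 ± 1.23 to 112 ± 7.49 CPM (SD, n = 3 each), a log2 fold change of 2.16 (standard error 0.09, edgeR adjusted p = 0.000129). HSPA5 (ENSG00000044574, chromosome 9 from 125234853 to 125241330) rose from 996 to 3311 CPM, and CXCL8 (ENSG00000169429, chromosome 4 from 73740506 to 73743716) from 71.8 to 204 CPM.

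Among the DEGs averaging at least 1 CPM and without overlap between the groups, the largest decreases were those of CACNA1S, NTSR1, LOXL1, LTBP2 and SPRED3, with log2 fold changes of -1.84, -1.52, -1.29, -1.24 and -1.21. LTBP2 (ENSG00000119681, chromosome 14 from 74498170 to 74612378) changed from 88.0 ± 5.75 to 37.3 ± 0.474 CPM (SD, n = 3 each) and had the smallest adjusted p of the downregulated genes, 0.000704 from edgeR. ALDH1A3 and THSD4, at -0.83 and -0.91, were among the downregulated genes that shared the next smallest adjusted p, 0.00102 from edgeR. With each library left out in turn, 13 of these 15 genes passed both thresholds in the same direction every time. RRAD and KBTBD8 did not pass with any erianin replicate left out, with adjusted p-values of up to 0.0579 and 0.0587 from edgeR. The log2 fold change ranged from 4.38 to 4.78 for ARC, from 2.11 to 2.21 for HMOX1 and from -1.28 to -1.19 for LTBP2. From the KEGG enrichment of its DEGs the paper turned to Western blots, on which it reports lower phosphorylation of proteins of both pathways. From these it proposes that erianin inhibits MAPK/ERK and PI3K/AKT activity. It also reports lower staining of phosphorylated ERK and AKT in xenograft tumors of mice given erianin.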

### 3.4 Erianin synergistically enhances the efficacy of anlotinib in ATC

Anlotinib is a multi-target receptor tyrosine kinase inhibitor that primarily exerts its antitumor effects by inhibiting pathways such as VEGFR in various cancers (Song et al., 2020). It also exhibits promising antitumor activity in anaplastic thyroid carcinoma (ATC), but its therapeutic efficacy remains limited (Song Y. et al., 2024). Resistance to anlotinib has been associated with aberrant activation of the PI3K/AKT signaling pathway (Chen et al., 2022a), motivating an investigation into whether erianin could potentiate its inhibitory effects.

Using CCK-8 assays, the 72-h IC50 of anlotinib was determined as 17.53 μM for CAL62, 11.18 μM for C643, and 8.21 μM for BHT101 cells (Figures 6A–C), while erianin’s IC50 values were 236.5 nM, 132.7 nM, and 727.3 nM, respectively (Figures 1F–H). To further evaluate the synergistic effects of the Erianin and anlotinib, we conducted Combination Index (CI) analysis (Chou, 2006) using fixed ratio gradients (0, 0.25, 0.5, 1, 2, 4× IC50) of the two drugs (Figure 6D). The results showed significant synergistic effects (CI < 0.9) between erianin and anlotinib at multiple concentrations, particularly at low concentrations (0.25× IC50), in all three ATC cell lines (Figure 6E). Western blot analysis demonstrated that the combination treatment markedly enhanced the suppression of p-PI3K compared to single-agent treatments (Figure 6H). Collectively, these findings indicate that erianin significantly potentiates the anti-tumor efficacy of anlotinib in ATC cells *in vitro*, achieving notable synergy even at low doses, thereby highlighting its potential clinical applicability.

**FIGURE 6:**
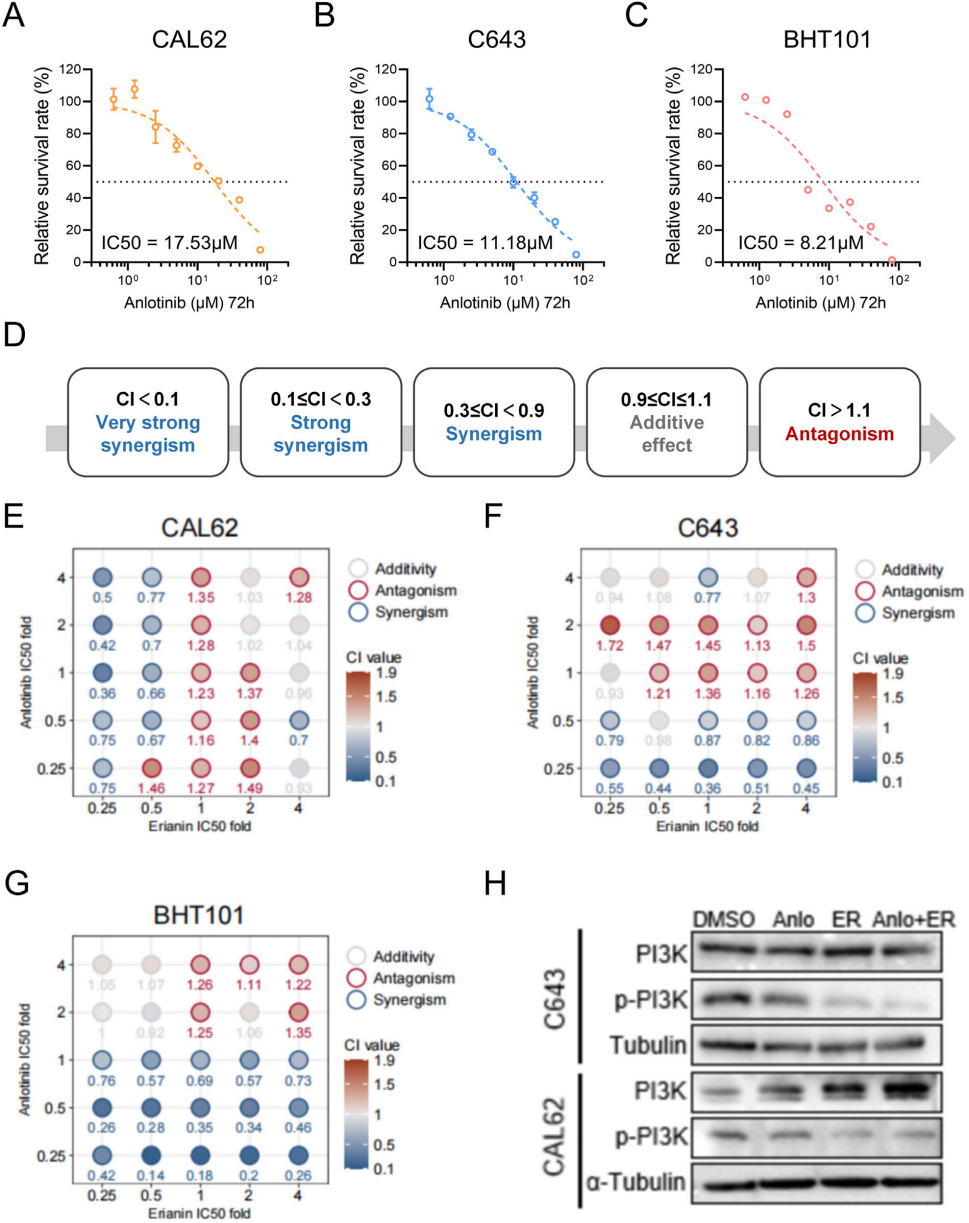
Anlotinib and Erianin exhibit synergistic effects in treating ATC cells. **(A–C)** The 72 h IC50 values of anlotinib for BHT101, C643, and CAL62 cells. **(D)** Classification of Combination Index (CI) values: CI < 0.1 indicates very strong synergy; 0.1 ≤ CI < 0.3, strong synergy; 0.3 ≤ CI < 0.9, synergy; 0.9 ≤ CI ≤ 1.1, additive effect; and CI > 1.1, antagonism. **(E–G)** Heatmaps of CI values for Erianin and anlotinib at fixed ratio gradients (0, 0.25, 0.5, 1, 2, 4× IC50) in CAL62, C643, and BHT101 cells, respectively. CI < 0.9 (blue) indicates synergy, while CI > 1.1 (red) indicates antagonism. **(H)** Western blot showing p-PI3K protein levels in ATC cells under treatments of DMSO (control), 50 nM Erianin (ER), 2 μM anlotinib (Anlo), or the combination (50 nM ER + 2 μM Anlo).

### 3.5 Erianin suppresses ATC tumor growth and enhances the therapeutic efficacy of anlotinib *in vivo*

To validate the *in vitro* findings, a subcutaneous CAL62 ATC xenograft model in nude mice was used to assess the *in vivo* effects of erianin. Tumor growth was significantly slower in both erianin and anlotinib monotherapy groups compared to controls, with the combination therapy showing the strongest inhibition (Figures 7A–D). HE and TUNEL staining revealed increased tumor cell death and apoptosis in both monotherapy groups, with the combination therapy group showing the most pronounced effects (Figures 7E,F). IHC confirmed the drugs' inhibitory effects on tumor proliferation and signaling pathways (Figure 7G). Both monotherapies reduced Ki67-positive cells and p-ERK1/2 and p-AKT levels, with the combination therapy causing further reductions. Collectively, these findings further validate the inhibitory effects of Erianin on ATC *in vivo* and reveal its significant synergistic anti-tumor effects with anlotinib.

**FIGURE 7:**
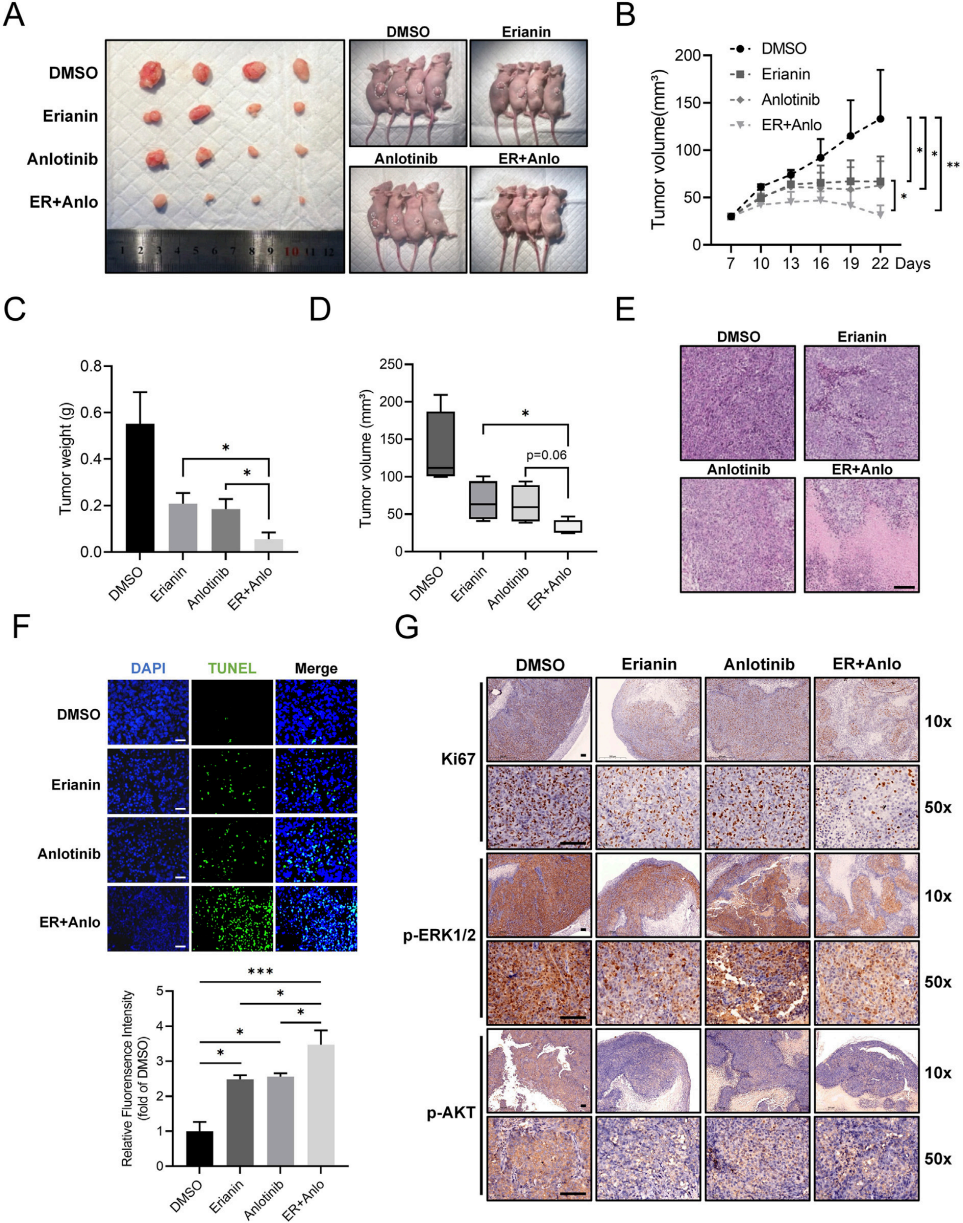
Erianin suppresses ATC tumor growth and enhances the therapeutic efficacy of anlotinib *in vivo*. **(A)** Representative images of tumors and tumor-bearing nude mice from DMSO, erianin, anlotinib, and combination treatment groups. **(B)** Growth curves of tumor volumes in mice under different treatments. **(C,D)** Quantification of tumor weights and final tumor volumes across treatment groups. **(E)** HE staining analysis of tumor tissues. Scale bar: 200 μm. **(F)** TUNEL staining of tumor tissues. Scale bar: 100 μm. **(G)** Immunohistochemistry for Ki67, p-ERK1/2, and p-AKT in tumor tissues. Scale bar: 100 μm.

## 4 Discussions

Anaplastic thyroid cancer (ATC) is a rare but highly aggressive thyroid malignancy, accounting for 1.3%–9.8% of all thyroid cancers but contributing to 30%–50% of thyroid cancer-related deaths (Wang J. et al., 2023). The median survival of ATC is only 5 months, with a 1-year survival rate of approximately 20%, and very few patients surviving beyond 2 years after diagnosis (Wang J. et al., 2023; Califano et al., 2024). Due to its rapid progression and poor response to conventional treatments such as surgery, radiotherapy, and chemotherapy, ATC remains a significant clinical challenge.

Traditional Chinese medicine contains numerous bioactive small molecules with significant anticancer properties. Dendrobium is a classic medicinal herb that has been used in China for over 1,500 years (Zhang et al., 2023). Erianin, the main active ingredient in Dendrobium, has attracted significant attention due to its potent anti-tumor effects in various malignancies (Yang et al., 2023). Studies have shown that erianin possesses anti-tumor, immunomodulatory, anti-inflammatory, antibacterial, and antiviral activities (Yang et al., 2023; Wei et al., 2024; Ma et al., 2023). Regarding its anticancer properties, Erianin has been shown to inhibit the progression of multiple cancers, such as colorectal cancer, lung cancer, breast cancer, liver cancer, melanoma etc. (Ma et al., 2023; Wang P. et al., 2023; Chen et al., 2020; Zheng et al., 2024). Currently, research on erianin’s effects in endocrine tumors is limited. Our team previously showed that erianin inhibits pancreatic cancer progression via AKT and ASK1 targeting (Liu R. et al., 2024). However, no studies have yet investigated the effects of Erianin on ATC.

In this study, we demonstrate for the first time that Erianin significantly inhibits ATC cell proliferation both *in vitro* and *in vivo*, induces cell cycle arrest, and triggers apoptosis and GSDME-dependent pyroptosis. Our study demonstrates that erianin exerts strong cytotoxicity against ATC cell lines, with IC50 values in the nanomolar range. As shown in our previous studies (Liu R. et al., 2024) and other reports (Yang et al., 2023; Wang P. et al., 2023; Chen et al., 2020), erianin consistently shows nanomolar-level activity across various tumors. Compared with currently used targeted agents for ATC, such as dabrafenib, trametinib, and anlotinib—which generally show IC50 values in the micromolar range—erianin demonstrates markedly enhanced efficacy (Birden et al., 2022). Its IC50 values are more comparable to those of classic chemotherapeutic agents like gemcitabine, paclitaxel, and doxorubicin (Chung et al., 2011; Voigt et al., 2005). Although this study remains in the preclinical stage and direct comparisons with standard clinical therapies may be premature, the low IC50 values of erianin highlight its potential as a promising therapeutic candidate for ATC. Further research is warranted to improve its solubility and tumor-targeting capacity.

Pyroptosis is a novel form of programmed cell death characterized by cell swelling, the formation of dense intracellular vacuoles, membrane perforation, and eventual rupture (Liu et al., 2024a). GSDM family proteins are essential regulators of pyroptosis, as their cleaved N-terminal fragments form pores in the plasma membrane, leading to cell lysis (De Schutter et al., 2021). Among the GSDM family, GSDMD and GSDME are the most extensively studied members, with distinct activation mechanisms: GSDMD is activated via inflammasome-mediated cleavage, whereas GSDME is directly cleaved and activated by caspase-3 (Lawlor et al., 2024). Pyroptosis mediated by the caspase-3/GSDME axis indicates that certain apoptosis-inducing anticancer drugs may also possess the potential to induce pyroptosis (Liu et al., 2024c). Analysis of public datasets revealed that GSDME expression is elevated in ATC tissues compared to normal thyroid tissue and other thyroid cancer subtypes. Although further experimental validation is required, this observation suggests that GSDME-dependent pyroptosis may play a critical role in enhancing drug sensitivity in ATC, as previously noted in the literature (Zhao et al., 2022). Notably, we found that erianin significantly induces caspase-3/GSDME-dependent pyroptosis in ATC cells. Unlike other thyroid cancer subtypes with relatively low malignancy, ATC is highly aggressive and exhibits pronounced anti-apoptotic features (Molinaro et al., 2017). As an alternative cell death pathway, erianin-induced GSDME-dependent pyroptosis may provide a novel strategy to overcome therapeutic resistance in ATC.

MAPK and PI3K/AKT are the most frequently implicated pathways driving ATC progression (Landa et al., 2016). In ATC, aberrant activation of the MAPK/ERK signaling pathway is highly prevalent, and combinations of BRAF and MEK inhibitors targeting this pathway have demonstrated significant efficacy and safety in ATC treatment (S et al., 2024). Additionally, sustained activation of the PI3K/AKT pathway is a critical mechanism promoting ATC cell proliferation and apoptosis resistance (S et al., 2024; Xu and Ghossein, 2016). Studies have shown that MAPK/ERK pathway activation directly inhibits caspase-3 activity, while PI3K/AKT activation modulates apoptosis-related proteins through multiple pathways, ultimately affecting cell death (Wang et al., 2020). In our study, we found that erianin significantly attenuated the malignant biological behaviors of ATC cells by simultaneously inhibiting the MAPK/ERK and PI3K/AKT pathways. This dual-pathway synergy not only effectively suppressed ATC cell proliferation *in vitro* but also reinforced erianin’s antitumor effects by enhancing cell death pathways.

Anlotinib is a multi-target tyrosine kinase inhibitor which has shown promising efficacy in the treatment of ATC (Ruan et al., 2019; Zheng et al., 2023; Song Y. et al., 2024; Liang et al., 2021). A clinical trial evaluating anlotinib-based regimens for locally advanced or metastatic ATC reported an objective response rate exceeding 60%, with most adverse events being well-tolerated (Zheng et al., 2023). However, the therapeutic efficacy of anlotinib monotherapy is limited, and resistance commonly develops, significantly restricting its clinical utility. This resistance has been reported to be often associated with aberrant activation of the PI3K/AKT signaling pathway (Chen et al., 2022a; Chen et al., 2022b). In this investigation, Combination Index (CI) analysis demonstrated a significant synergistic interaction between erianin and anlotinib, with enhanced inhibition of the PI3K/AKT pathway. These findings suggest that erianin complements the limitations of anlotinib monotherapy, significantly improving overall antitumor efficacy. Notably, this synergy occurs at lower doses of both agents, highlighting their potential for dose optimization in combination therapy.

Although this study demonstrated the antitumor effects of erianin and its combination with anlotinib against ATC through both *in vitro* and *in vivo* analyses, several limitations remain. First, the specific targets through which erianin inhibits the MAPK/ERK and PI3K/AKT pathways have not been fully elucidated. Second, a comprehensive evaluation of the toxicity and pharmacokinetics of erianin and its combination therapy was not conducted. Future studies should focus on *in vivo* pharmacokinetic assessments and long-term toxicity analyses to determine the safe dosage range and potential side effects of erianin, supporting its clinical translation. Finally, this study observed that erianin induces GSDME-dependent pyroptosis in ATC tumor cells, suggesting it may enhance antitumor immunity by releasing immunostimulatory molecules. As a combination agent, anlotinib also possesses the ability to modulate the tumor immune microenvironment, and their synergistic interaction may further enhance the efficacy of immunotherapy (Song F. et al., 2024). Future investigations could explore its potential to improve ATC immunotherapy outcomes when combined with immune checkpoint inhibitors.

Overall, this study is the first to elucidate the role and mechanisms of erianin in ATC: erianin inhibits the MAPK/ERK and PI3K/AKT signaling pathways, inducing caspase-3-dependent apoptosis and GSDME-dependent pyroptosis, and demonstrates synergistic potential when combined with anlotinib. These findings provide a novel therapeutic option for ATC and offer foundational insights for developing more effective treatment strategies.

## Data Availability

The dataset supporting the conclusions of this study is available at the NCBI GEO repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE299493).

# Supplementary material for: Erianin induces apoptosis and pyroptosis via MAPK/ERK and PI3K/Akt pathways and synergizes with anlotinib in anaplastic thyroid carcinoma
**Source:** Front Pharmacol. 2025 Sep 4;16:1596873. doi: 10.3389/fphar.2025.1596873
**Supplement:** Supplementary file 2

**Supplementary Figure and Tables**

**Erianin induces apoptosis and pyroptosis via MAPK/ERK and PI3K/Akt pathways and synergizes with anlotinib in anaplastic thyroid carcinoma**

Qiaonan Zhang^1, 4, #^, Minghan Qiu ^2, 3, #, *^, Jinpu Liu ^1, 4, #^, Cheng Feng^1, #^, Zhanhua Gao^1, 4^, Yuya Liu^1, 4^, Yayun Wang^5^, Ruxue Liu^5^, Xiangqian Zheng^6^, Zhen Yang^2^, Jie Hao^1, 2, *^, Ming Gao^1, 2, *^

#Qiaonan Zhang, Minghan Qiu, Jinpu Liu and Cheng Feng contributed equally to this work.

**Supplementary Table 1**

| Antibody | experiment | company | Catalog no. |
| --- | --- | --- | --- |
| Bax | Western blot | Abclonal Technology | A19684 |
| Bcl-2 | Western blot | Abclonal Technology | A19693 |
| cleaved caspase-3 | Western blot, IF | Cell Signaling Technology | 9664 |
| AKT | Western blot | Cell Signaling Technology | 9272 |
| p-AKT | Western blot, IHC | Cell Signaling Technology | 4060 |
| ERK1/2 | Western blot | Cell Signaling Technology | 9102 |
| p-ERK1/2 | Western blot, IHC | Cell Signaling Technology | 4377 |
| GPX4 | Western blot | Proteintech Group | 30388-1-AP |
| Ki67 | IHC | Affinity Biosciences | AF0198 |
| LC3A/B | Western blot | Cell Signaling Technology | 4108 |
| MEK1/2 | Western blot | Proteintech Group | 11049-1-AP |
| p-MEK1/2 | Western blot | Cell Signaling Technology | 9154 |
| N-GSDMD | Western blot | abcam | ab215203 |
| GSDME | Western blot, IF | abcam | ab215191 |
| N-GSDME | Western blot, IF | abcam | ab222408 |
| PARP | Western blot | Cell Signaling Technology | 9532 |
| cleaved PARP | Western blot | Cell Signaling Technology | 5625 |
| PI3K | Western blot | Proteintech Group | 60225-1-Ig |
| p-PI3K | Western blot | Cell Signaling Technology | 4228 |
| p-MLKL | Western blot | Cell Signaling Technology | 18640 |
| Tubulin | Western blot | Proteintech Group | 66009-1-Ig |
| β-actin | Western blot | Proteintech Group | 66031-1-Ig |

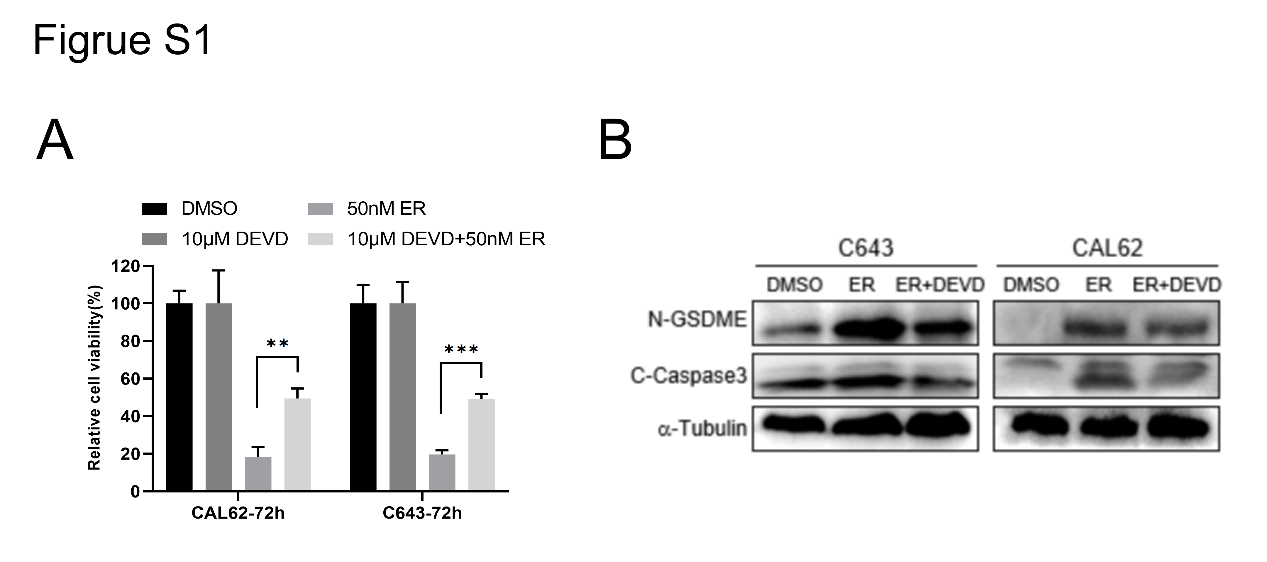

**Figure S1. Inhibition of caspase-3 partially reverses erianin-induced cell death and suppresses GSDME cleavage. (A)** Cell viability of CAL62 and C643 anaplastic thyroid carcinoma (ATC) cells treated with DMSO, 50 nM erianin (ER), 10 μM Z-DEVD-FMK (DEVD), or a combination of 50 nM ER and 10 μM DEVD for 72 hours, as assessed by CCK-8 assay. **P < 0.01, *P < 0.001; two-tailed Student’s t-test. (**B)** Western blot analysis of N-GSDME and cleaved caspase-3 in C643 and CAL62 cells treated as in (A). Z-DEVD-FMK partially suppressed ER-induced cleavage of caspase-3 and GSDME.

How the deposited data were processed for this re-analysis (not part of the article)

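Transcriptomes of CAL62 cells were compared between 3 libraries treated with 50 nM erianin and 3 treated with DMSO, all after 48 h. The authors deposited raw read counts per gene, which they made from their BGISEQ-500 reads; the paper's text does not name the aligner, the counting tool, the genome build or the annotation. The authors also deposited TPM values, which they computed from the same counts with a single length per gene: the ratio of count to TPM followed 1 relative length per gene in all 6 libraries to within 0.00754% over 10555 genes. The TPM columns sum to less than their nominal total, to 73.5%, 72.6% and 59.1% of it in DMSO replicates 1, 2 and 3 and to 77.2%, 75.1% and 78.3% in the erianin replicates, so each column is relative to a total larger than the rows of the table. Whether the counting used the strand is not stated, so genes that overlap another gene, antisense genes and close paralogs may carry each other's reads.

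The count table has 65807 rows. Of these, 26480 carry no gene identifier and hold between 0.00385% and 0.00515% of the counts; they were left out of library sizes and tests. The rest hold 39168 Ensembl identifiers, of which 38259 matched a symbol in the reference table and 159 stand on more than 1 row; those rows were kept apart, and the symbol was given to the row with most counts. Coordinates and the GC content of transcripts came from GENCODE release 29 on GRCh38, matched by identifier.

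Counts were analysed with edgeR 4.0.16 (TMM normalization, filterByExpr by group, glmQLFit and glmQLFTest) in R 4.3.3, without a replicate term. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5. Standard errors were derived from the quasi-likelihood F statistic. Reads counted on named genes per library ranged from 25776301 to 34107727. Gene lists were tested with camera in limma 3.58.1 on voom values with an inter-gene correlation of 0.01, two-sided, adjusted over 13 lists. The 13 lists, written before the data were examined, hold genes of tubulin, ERK output, FOXO, S phase, G2/M, p53, ATF4, NF-kB, SRF and YAP, cholesterol synthesis, aryl hydrocarbon receptor, NRF2 and heat shock; a further list holds the genes of proteins that the paper blots or stains.

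The alternatives set before the data were examined were DESeq2 1.42.0, upper-quartile and RLE factors, no low-count filter or at least 10 counts in every library, limma on log2(TPM + 1) with a mean TPM of at least 1, the same with a pseudocount of 0.1 and without the filter, the replicate number as a block, a gene length offset, both of these together, each library left out in turn, other fold-change thresholds, and for the lists fry and an estimated correlation. Removal of each library's trend on GC content by a loess fit with a span of 0.5, alone or with the length trend, the replicate block or DMSO replicate 3 left out, and DESeq2 on all rows with counts, were added after seeing the data.

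The genes named were chosen by a rule set before the data were examined: the 5 largest increases and 5 largest decreases among DEGs with a mean of at least 1 CPM and no overlap between groups, the 3 smallest adjusted p-values in each direction (equal values taken in the order of the count table), the genes that Figure 5C places in both the MAPK and PI3K-Akt pathways and the 5 with the smallest adjusted p in each, the genes of blotted or stained proteins, and up to 4 members of each list in order of mean CPM. Genes not chosen by it are named only where their listing at 0 is described or where a setting calls them. Some genes that the rule selects are not reported here.

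Exploratory fits of the real counts, the first of them with the robust option of glmQLFit, which the reported fits do not use, were made before the simulated data were run. The steps were tested on simulated counts drawn from the means and sizes of the real libraries, with 200 genes changed by known fold changes and a coefficient of variation of 0.1. edgeR recovered 199 of the 200 over 12790 genes, with 1 unchanged gene called. When a GC trend was added to the simulated erianin libraries, edgeR called 3462 unchanged genes without the GC offset and 6 with it, over 12793 genes. The slope of that trend was not taken from the real libraries, so neither number measures the effect of GC content in them. camera, fry and camera with an estimated correlation each called the 1 raised list and none of the 20 unchanged lists. The simulation set no correlation between genes, so it cannot check the fixed inter-gene correlation that camera used. Its coefficient of variation of 0.1 was also under the 0.139 of the real libraries. In the real libraries the estimated correlation called none of the lists that camera called, a difference on which the simulation decides nothing. Other tools were Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

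The KEGG enrichment was not recomputed; the genes of each pathway were those drawn in Figure 5C. The part of the study's table of all genes used here holds 1999 of its 18108 rows, so it served only for values of single genes. The genes ITGB3, CCL3 and JAG1 of Figure 5C matched no identifier in the tables and were not analysed here. Western blots, flow cytometry, imaging, the tissue arrays and the mouse experiments were not analysed here.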

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

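The gene lists were written, and camera, fry and the estimated correlation set for them, before the data were examined. The fits with each library left out in turn and the other groupings of the libraries were also set beforehand. Removal of the GC trend was chosen after seeing the data. As explanations of the list results, the GC trend and DMSO replicate 3 were considered after those results were known. The groups hold 3 libraries, too few to test a single library as an outlier. The following signals concern genes outside those the paper discusses, or discusses only in part.

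Of the 13 gene lists, 6 were higher with erianin at a camera adjusted p under 0.05, and for each of the 6 the mean of the list in 3 of 3 erianin libraries was above that in every DMSO library. The NRF2 list (13 genes tested, 2 of them in another list) had a median log2 fold change of 0.38 (camera adjusted p = 0.000168), with 12 genes higher and 6 upregulated DEGs; 10 genes had an adjusted p under 0.05 adjusted over the list alone and 7 over all genes tested. Of its most abundant genes FTL and TXNRD1 were higher and PGD lower. The heat shock list (12 genes, 2 of them drawn in Figure 5C) had a median of 0.32 (camera adjusted p = 0.00150), with 11 genes higher, 2 upregulated DEGs, and 3 genes under 0.05 adjusted over the list alone against 2 over all genes tested. It holds near-identical genes that can share reads, and its most abundant gene, HSPA8, was at -0.06 (standard error 0.11). The FOXO list (12 genes, 1 in another list) had a median of 0.45 (camera adjusted p = 0.00342), with 10 genes higher, and 10 genes under 0.05 adjusted over the list alone against 7 over all genes tested. The NF-kB list (15 genes, 5 drawn in Figure 5C) had a median of 0.31 (camera adjusted p = 0.0142), with 10 genes higher, and 9 genes adjusted over the list alone against 7 over all genes tested. The p53 list (15 genes, 1 in another list) had a median of 0.20 with 13 genes higher, and the cholesterol synthesis list (15 genes) one of 0.060 with 10 genes higher, both with a camera adjusted p of 0.0182; 4 and 5 genes were under 0.05 adjusted over the list alone, and 2 and 5 over all genes tested. Under fry, 5 of the 6 lists stayed under 0.05, the p53 list being at 0.159. With the inter-gene correlation estimated from the data none of the 6 stayed under 0.05 after adjustment, with adjusted p-values from 0.129 to 0.308.

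A trend of the libraries on GC content does not account for these lists: with that trend removed the adjusted p-values were 0.000452 for NRF2, 0.000452 for heat shock, 0.00157 for FOXO, 0.000906 for NF-kB, 0.00520 for p53 and 0.0320 for cholesterol synthesis. DMSO replicate 3 is not the source of 4 of them, since without it the adjusted p-values were 0.000270 for NRF2, 7.09e-07 for heat shock, 0.00531 for FOXO and 0.00914 for NF-kB. For the p53 list it may be: without DMSO replicate 3 the median fell to 0.02 and the adjusted p rose to 0.284. For the cholesterol synthesis list the adjusted p rose to 0.171 while the median rose to 0.12, which leaves the part played by that library open.

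Among the 10 splits of the 6 libraries into groups of 3, the real one alone gave as small a camera p for NRF2, heat shock, FOXO and NF-kB (1 of 10 each), while 6 of 10 splits did for p53 and 3 of 10 for cholesterol synthesis. For heat shock the margin was small. Its camera p was 0.000231 in the real split and 0.000336 in the split that grouped DMSO replicates 1 and 2 with erianin replicate 2. As many lists passed in 1 of the 10 splits, the real one, with 6 lists against between 0 and 3 in the others. The G2/M list had a camera p of 1.56e-05 in the split that grouped erianin replicate 2 with DMSO replicates 1 and 2. The smallest camera p in the real split was 1.29e-05, for NRF2. With 10 splits the share cannot go under 0.1, so chance groupings cannot be told apart from the treatment by this count alone. The treatment itself stays open as a biological explanation for the NRF2, heat shock, FOXO and NF-kB lists, as a hypothesis, since the estimated correlation does not call them.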

How the results depend on the processing

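The alternatives described in the processing summary as set before the data were examined were run for the results they were set for, which for the gene lists leaves out DESeq2 and the other fold-change thresholds, and those on GC content and on all rows were chosen after seeing the data. The 688 upregulated and 431 downregulated genes became 827 and 525 with DESeq2, 688 and 444 with RLE factors, 642 and 483 without a low-count filter, 598 and 409 with at least 10 counts in every library, and 704 and 421 with the gene length offset, all within 1.5 times. The causes of the changes below were not tested unless stated.

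The scaling moved the directions. TPM columns were not rescaled, and they sum to a larger share of their nominal total with erianin than with DMSO. That alone raises the listed genes as a group with erianin in the TPM fits. On TPM values 1098, 1207 and 1057 genes were upregulated and 94, 110 and 88 downregulated, for log2(TPM + 1), log2(TPM + 0.1) and log2(TPM + 1) without a filter, against a median shift of all genes of 0.17, 0.19 and 0.16; 588, 606 and 636 of these genes were among the 1119. The downregulated genes of Figure 5C were then 4 for MAPK and 3 for PI3K-Akt in each of these fits, against 10 and 14. With upper-quartile factors 7 PI3K-Akt genes were downregulated. The alternative thresholds gave 1912 DEGs with no fold-change threshold (986 downregulated), 352 with a threshold of 1 (324 up, 28 down) and 148 with the test set against 0.5 (124 up, 24 down); a stricter threshold keeps fewer genes by construction. For Figure 5C, the threshold of 1 left 13 up and 3 down for MAPK and 8 up and 0 down for PI3K-Akt, where the largest decrease was -0.90, and the test against 0.5 left 8 and 2, and 4 and 1.

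The replicate numbers did not pair the libraries: the correlation of the deviations of same-numbered libraries across genes, which are not independent, was 0.00183, 0.0313 and -0.0301 for numbers 1, 2 and 3. With the replicate block, 665 genes passed, 384 up and 281 down, with 11 PI3K-Akt genes up; with the replicate block and the gene length offset 457 genes were upregulated and the PI3K-Akt genes were 12 up and 9 down. Such a fit has fewer residual degrees of freedom.

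Leaving out one library also moved the counts. Across the 6 fits that each left out one library, DEGs ranged from 309 to 2282, upregulated genes from 172 to 1485 and downregulated genes from 126 to 797; MAPK genes from 11 to 31 up and 5 to 9 down; PI3K-Akt genes from 5 to 24 up and 5 to 14 down. The highest counts came without DMSO replicate 3 (2282 DEGs), where the coefficient of variation fell from 0.139 to 0.0421, and the lowest without an erianin library, where it rose to between 0.158 and 0.159. Leaving out any library other than DMSO replicate 3 lowered the count. Genes of blotted proteins past both thresholds numbered 2 with all libraries, from 0 to 7 across these fits (7 without DMSO replicate 3), 1 with DESeq2, with RLE factors, without a filter, with the replicate block and with the gene length offset, and 0 with the replicate block and gene length offset together. At an unadjusted p under 0.05 they numbered 10 with all libraries and 9 in that last fit; the fits without DMSO replicate 2 and without erianin replicate 2 also left 0, with 9 and 7 at an unadjusted p under 0.05.

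With the GC offset, chosen after seeing the data, 783 genes were upregulated and 379 downregulated, and 896 of the 1162 were among the 1119. With GC and length offsets the downregulated genes of Figure 5C were 6 for MAPK and 7 for PI3K-Akt. With the GC offset and the replicate block 9 PI3K-Akt genes were down and 1 gene of a blotted protein passed, as with DESeq2 on all rows. With the GC offset and without DMSO replicate 3, 1122 genes were upregulated, and 6 MAPK and 9 PI3K-Akt genes were down.

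Of the gene lists, NRF2, heat shock, FOXO and NF-kB stayed under an adjusted p of 0.05 in every setting run for the lists except the estimated correlation, where their adjusted p-values were 0.129, 0.150, 0.150 and 0.150 at unchanged medians of 0.38, 0.32, 0.45 and 0.31. The p53 list was lost with log2(TPM + 1) (median 0.42) and log2(TPM + 0.1) (0.44), with fry and with the estimated correlation (0.20), and with the GC offset and without DMSO replicate 3 (0.17); across the fits without one library its median went from 0.023, without DMSO replicate 3, to 0.35. The cholesterol synthesis list was lost with the estimated correlation (0.060), and without DMSO replicate 3 with the GC offset (0.11) and without it (0.12), its median going from 0.040 to 0.18 across the fits without one library. The tubulin list passed without a low-count filter (-0.25) and with fry (-0.23), and the SRF and YAP list with fry (-0.15). The aryl hydrocarbon receptor list passed without erianin replicate 2 (0.33), its median going from 0.23 to 0.38 across these fits. Medians near 0 changed sign. On the 3 TPM settings above they were 0.11, 0.11 and 0.12 for ERK output, 0.19, 0.19 and 0.19 for S phase, 0.16, 0.17 and 0.14 for G2/M, and 0.051, 0.051 and 0.050 for SRF and YAP, under or close to the shift of all genes. The S phase list was at 0.039 with upper-quartile factors. Across the fits without one library the medians went from -0.12 to 0.022 for ERK output, from -0.048 to 0.014 for S phase and from -0.20 to 0.23 for G2/M, the highest of each without DMSO replicate 3 (camera adjusted p = 0.00914 for G2/M against 0.976 with all libraries and up to 0.957 in the other fits). With the GC offset as well they were 0.10 for ERK output and 0.052 for G2/M.

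Of the named genes, BAX changed sign: it was at 0.028 with upper-quartile factors, 0.22, 0.23 and 0.22 on the TPM settings, 0.027 with the replicate block, 0.015 with the block and length offset, 0.10 with the GC offset, 0.098 with GC and length offsets, and 0.13 with the GC offset and the block. Across the fits without one library it went from -0.28, without DMSO replicate 3 (edgeR adjusted p = 5.94e-06), to 0.14, without DMSO replicate 1 (edgeR adjusted p = 0.759). The other results for named genes numbered 730 on the same side of the thresholds, 54 that fell below them and 24 that rose above them.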

Differences from the paper's values

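No main value differed from the paper's by more than the margin used here, which is 1.5 times for a count and the larger standard error for a log2 fold change. The counts were 1119 DEGs, 688 up and 431 down, against the paper's 1364, 836 and 528. With DESeq2, an alternative set before the data were examined and the tool that the paper's methods name, 827 genes were up and 525 down; with DESeq2 on all rows with counts, chosen after seeing the values, 826 and 526. The table of all genes has 18110 rows with counts here against the paper's 18108.

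Figure 5B and the paper's supplement differ in the number of MAPK genes. The supplement places 43 DEGs in the MAPK pathway and 45 in the PI3K-Akt pathway, and 37 and 34 of those were called here. With DESeq2, 42 and 44 were called, and the same numbers with DESeq2 on all rows. The MAPK genes not called in the main test were ARTN, DUSP2, FGFR4, IL1RAP, PGF and TNF, of which all but IL1RAP were called with DESeq2. The PI3K-Akt genes not called were ARTN, COL4A5, FGFR4, GNG11, GNG2, GNG4, HSP90B1, ITGA7, PGF and THBS4, all called with DESeq2, and ITGB3, not analysed here. These genes are named because the paper calls them, after their values were seen.

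Other alternatives set before the data were examined called part of them. Without DMSO replicate 3, ARTN, DUSP2, IL1RAP, TNF, COL4A5, GNG4, HSP90B1, ITGA7 and THBS4 were called. On log2(TPM + 1) values ARTN, FGFR4, IL1RAP, TNF, GNG11 and HSP90B1 were called, on log2(TPM + 0.1) values IL1RAP, TNF, GNG11 and HSP90B1, and on log2(TPM + 1) values without a filter TNF and HSP90B1. Upper-quartile factors called FGFR4, TNF, GNG11 and GNG4. The gene length offset called DUSP2, IL1RAP and GNG4, and with the replicate block IL1RAP. Without a low-count filter DUSP2 was called, and with at least 10 counts in every library GNG4. Of the alternatives chosen after seeing the data, the GC offset called ARTN, DUSP2, FGFR4, PGF, TNF, COL4A5, GNG4 and ITGA7, and GC and length offsets called these without TNF and with IL1RAP. The GC offset with the replicate block called ARTN, DUSP2, FGFR4, PGF, ITGA7 and THBS4. The GC offset without DMSO replicate 3 called all the genes named here that were analysed, except GNG11 and GNG2.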

Other observations

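Part of the tests below were set before the results they bear on were seen. For DMSO replicate 3 these are its distances after correction, its position between the groups and the genes found in it alone. The other groupings of the libraries, the gene lists with camera and fry, and the genes of blotted or stained proteins were also set beforehand. So were the fits with each library left out in turn. The remaining tests, among them those on GC content, were chosen after the results they bear on were seen.

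DMSO replicate 3 stands apart from DMSO replicates 1 and 2, by 1.62 times the distance between those libraries. Its depth does not account for this, since its total of 30837542 counts lies between theirs, nor do a few abundant genes, since its 10 most abundant genes held 9.11% of its counts against 9.17% in each of the others. Part of the difference follows sequence composition: across 12686 genes, which are not independent replicates, its departure from the other DMSO libraries had a Spearman correlation of -0.56 with GC content and 0.22 with gene length. Removal of the GC trend lowered the ratio of distances to 1.42, of the length trend to 1.58 and of both to 1.40, where no other pair of the same group exceeded the distance between DMSO replicates 1 and 2, so these trends are not the whole cause. A swapped label is not borne out either. On 1512 genes called between erianin and DMSO replicates 1 and 2, with both trends removed, DMSO replicate 3 lay at a median of 0.196 on a scale from those DMSO libraries (0) to erianin (1), with quartiles of -0.17 and 0.563. Cells of another line with transcripts that CAL62 lacks are not borne out, since 0 genes had 20 or more counts in it and at most 1 in each other library; cells that express the same genes stay open. No biological explanation was tested, as the design gives none between DMSO replicates. The values of its TPM column sum to 59.1% of their nominal total, against 73.5% and 72.6% in the other DMSO libraries, and what the rest of the total belongs to was not analysed here.

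AT-rich genes were higher with erianin. The difference between erianin and all DMSO libraries had a Spearman correlation of -0.24 with GC content across genes, with a median of 0.17 in the lowest eighth of GC content and -0.08 in the highest. Against DMSO replicates 1 and 2 alone the correlation was -0.45, with medians of 0.32 and -0.23. DMSO replicate 3, which was not treated, also departed from DMSO replicates 1 and 2 along GC content (-0.56), but those libraries are the reference of both differences, so a deviation in them would give both correlations the same sign. A bias between libraries and a response to erianin that follows GC content therefore cannot be told apart here. The share of DEGs that were higher was 61.5% without and 67.4% with the GC offset.

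The 10 splits of the 6 libraries into groups of 3 gave 1119 DEGs in the real split and 0 in each of the 9 others, so 1 of 10 splits gave as many DEGs, as many MAPK genes, as many PI3K-Akt genes and as many genes of blotted proteins. At an unadjusted p under 0.05 there were 3967 genes in the real split and between 38 and 909 in the others, with at most 1 MAPK gene, 1 PI3K-Akt gene and 3 genes of blotted proteins in the others; at the same level there were 7 gene lists in the real split and between 2 and 6 in the others. A share of 0.1 is the smallest that 10 splits allow. The study chose the MAPK and PI3K-Akt genes of Figure 5C from the real split, so their counts across splits decide nothing. In the other splits erianin and DMSO libraries are mixed within groups, which widens the spread.

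GSDME, whose protein the paper follows, is listed at 0 counts in all 6 libraries. So are all 20 protein-coding genes with an ATP5 symbol, which encode parts of the ATP synthase used by every cell, while none of 85 ribosomal protein genes is. A candidate explanation is that rows of some genes were lost when the table was made, for example through a change of gene name; with 20 of 20 ATP synthase genes at 0, the 0 of GSDME cannot be read as a lack of expression. GSDMD had 128 ± 48.2 CPM with DMSO and 102 ± 5.55 CPM with erianin (SD, n = 3 each; log2 fold change -0.32, edgeR adjusted p = 0.459). DMSO replicate 3 held 72.5 CPM against 158 and 154 in DMSO replicates 1 and 2, and without it the log2 fold change was -0.61 (edgeR adjusted p = 1.18e-12), past both thresholds.

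Few genes of the other proteins that the paper blots or stains passed both thresholds. Of 24 genes listed, 22 were tested, PIK3R2 not being analysed here, and 2 passed both thresholds, MAP1LC3B (0.50, edgeR adjusted p = 0.00463, just over the fold-change threshold) and PIK3R3 (0.74, edgeR adjusted p = 0.0311). Neither call held with every library left out in turn: MAP1LC3B passed in 4 of the 6 fits and PIK3R3 in 1. Adjusted over the list alone, 8 had an adjusted p under 0.05, against 6 when adjusted over all genes tested. MAPK3 was at -0.41, MAP2K2 at -0.44, AKT2 at -0.39 and PIK3CD at -0.39, with edgeR adjusted p-values of 0.0220, 0.0223, 0.0421 and 0.0398; AKT1 was at -0.25 (edgeR adjusted p = 0.0694). BCL2 was at 0.33 and BAX at -0.03, with edgeR adjusted p-values of 0.120 and 0.951. Without DMSO replicate 3, 7 of the genes passed, and BAX was at -0.28 (edgeR adjusted p = 5.94e-06). The paper reports higher Bax and lower Bcl-2 protein, a different measurement that RNA need not follow.

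Several hypotheses on the action of erianin were tested with the gene lists. If binding of a compound to tubulin lowered tubulin RNA, the tubulin list would fall: its median was -0.23 with a camera adjusted p of 0.0863 (fry 0.00385), 8 of 12 genes being lower and the mean of the list in 2 of 3 erianin libraries under every DMSO library, and 2 of 10 splits gave as small a camera p. Adjusted over the list alone 9 genes were under 0.05, and 7 over all genes tested. The 4 most abundant members were all lower, TUBB at -0.59, TUBB4B at -0.38, TUBB6 at -0.39 and TUBA1B at -0.47, with edgeR adjusted p-values of 0.00404, 0.0147, 0.0147 and 0.00710; close tubulin paralogs may share reads. Against the predicted fall, TUBB2A and TUBB3, named after their values were seen, were upregulated DEGs, at 0.56 and 0.75 (edgeR adjusted p = 0.0168 and 0.0115), and are among the 7, while TUBB was the 1 downregulated DEG of the list. Across the fits without one library their log2 fold changes went from 0.46 to 0.63 and from 0.71 to 0.79, and neither passed both thresholds in every such fit. With the GC offset the median of the list was -0.16 and its camera adjusted p 0.489, and without DMSO replicate 3 they were -0.16 and 0.0699, so the question stays open. If output of the ERK pathway fell, the ERK output list would fall: its median was -0.08 with 7 genes higher and 8 lower (camera adjusted p = 0.935, 8 of 10 splits as small), which decides nothing. If cells were held in mitosis, G2/M genes would rise: the median was -0.08 (camera adjusted p = 0.976, 10 of 10 splits as small), but 0.23 without DMSO replicate 3 (camera adjusted p = 0.00914) and 0.052 with the GC offset as well (camera adjusted p = 0.140), so the question stays open. The medians of the S phase, ATF4, SRF and YAP, and aryl hydrocarbon receptor lists were -0.01, -0.25, -0.15 and 0.26, with camera adjusted p-values of 0.680, 0.431, 0.114 and 0.231, and 7, 5, 2 and 3 of 10 splits gave as small a camera p. The ATF4 list moved in both directions, with 2 upregulated and 3 downregulated DEGs, and 7 genes higher and 8 lower. A test for a shared direction does not register such opposite changes. The aryl hydrocarbon receptor list had only 4 genes tested. Adjusted over the list alone, 5 ERK output, 2 S phase, 10 ATF4 and 1 SRF and YAP genes were under 0.05, and 5, 2, 8 and 1 over all genes tested. None of the G2/M or aryl hydrocarbon receptor genes was, with 4 and 2 of them at an unadjusted p under 0.05. Of these lists, 1 ERK output gene and 3 ATF4 genes are drawn in Figure 5C, and the ATF4 and aryl hydrocarbon receptor lists each share 1 gene with another list.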
